# Astrocyte deletion of α2-Na/K ATPase triggers episodic motor paralysis in mice via a metabolic pathway

**DOI:** 10.1038/s41467-020-19915-2

**Published:** 2020-12-02

**Authors:** Sarah E. Smith, Xiaoying Chen, Lindsey M. Brier, Jonathan R. Bumstead, Nicholas R. Rensing, Alison E. Ringel, Haewon Shin, Anna Oldenborg, Jan R. Crowley, Annie R. Bice, Krikor Dikranian, Joseph E. Ippolito, Marcia C. Haigis, Thomas Papouin, Guoyan Zhao, Michael Wong, Joseph P. Culver, Azad Bonni

**Keywords:** Astrocyte, Migraine

## Abstract

Familial hemiplegic migraine is an episodic neurological disorder characterized by transient sensory and motor symptoms and signs. Mutations of the ion pump α2-Na/K ATPase cause familial hemiplegic migraine, but the mechanisms by which α2-Na/K ATPase mutations lead to the migraine phenotype remain incompletely understood. Here, we show that mice in which α2-Na/K ATPase is conditionally deleted in astrocytes display episodic paralysis. Functional neuroimaging reveals that conditional α2-Na/K ATPase knockout triggers spontaneous cortical spreading depression events that are associated with EEG low voltage activity events, which correlate with transient motor impairment in these mice. Transcriptomic and metabolomic analyses show that α2-Na/K ATPase loss alters metabolic gene expression with consequent serine and glycine elevation in the brain. A serine- and glycine-free diet rescues the transient motor impairment in conditional α2-Na/K ATPase knockout mice. Together, our findings define a metabolic mechanism regulated by astrocytic α2-Na/K ATPase that triggers episodic motor paralysis in mice.

## Abstract (web summary)

Mutations of α2-Na/K ATPase can cause familial hemiplegic migraine via unclear mechanisms. Here, the authors show that deletion of α2-Na/K ATPase in astrocytes results in gene expression and metabolic changes leading to cortical spreading depression and episodic transient motor paralysis in mice.

## Introduction

Familial hemiplegic migraine is an episodic neurological disorder that features transient sensory and motor aura symptoms and signs. Typically associated with headache, the transient neurological disturbances in familial hemiplegic migraine may be sufficiently severe to manifest as hemiparesis or ataxia^1–4^. Familial hemiplegic migraine episodes occur with variable though characteristically low frequency^1^. Mutations in three genes encoding ion channels, including the ion pump α2-Na/K ATPase cause familial hemiplegic migraine^5–8^, but how mutations of α2-Na/K ATPase lead to the migraine phenotype remains incompletely understood.

The ion pump Na/K ATPase is expressed in most eukaryotic cells. In addition to generating sodium and potassium ion gradients across the plasma membrane, the Na/K ATPase harbors signaling functions^9–11^. The α subunit of Na/K ATPase encodes the primary catalytic machinery of the ion pump^12–16^. Among four α isoforms, neurons predominately express α1 and α3, whereas astrocytes predominately express α2 (refs. ^17–19^). Unlike the α1 isoform, which is found uniformly within the plasma membrane, the α2 isoform in astrocytes is particularly enriched adjacent to neuronal synapses and astrocytic calcium stores^20,21^. In vitro studies suggest that depletion of α2-Na/K ATPase in astrocytes alters calcium signaling, whereas overexpression of α2-Na/K ATPase in primary astrocytes leads to altered glutamate uptake^22,23^. However, the specific in vivo roles of α2-Na/K ATPase in astrocytes in the brain have remained to be elucidated.

The pathogenesis of familial hemiplegic migraine has been investigated through analyses of patient-specific mutations in mice^24–30^. Knock-in mice with the W887R patient-specific mutation of α2-Na/K ATPase have provided insights into the effect of the mutation on α2-Na/K ATPase function^26,29^. Homozygous W887R knock-in mice fail to survive past embryogenesis, whereas heterozygous W887R knock-in mice are viable^26^. Analogously, the homozygous null mutation of α2-Na/K ATPase leads to embryonic lethality, whereas mice bearing the heterozygous null mutation of α2-Na/K ATPase are viable^31,32^. These observations buttress the conclusion from in vitro studies that the W887R mutation leads to the loss of function of α2-Na/K ATPase^8,26^. Mice bearing patient-specific mutations of α2-Na/K ATPase have also pointed to excessive glutamatergic neurotransmission in the pathogenesis of familial hemiplegic migraine^28–30^. However, knock-in mice with patient-specific α2-Na/K ATPase mutations have not displayed phenotypes of motor impairment^26,28–30^. Consistent with this observation, although abnormalities of induced cortical spreading depression (iCSD) events, considered a pathophysiological correlate of migraine aura^33,34^, have been observed in knock-in mice with patient-specific α2-Na/K ATPase mutations, these mice have not exhibited spontaneous CSD (sCSD) events^26,28^. Phenotypes of transient motor phenotypes or sCSD events relevant to familial hemiplegic migraine have been thought to be too subtle to be detected in α2-Na/K ATPase knock-in mice. On the other hand, differences in the mouse and human brain may underlie the absence of these phenotypes in knock-in mice with patient-specific mutations of α2-Na/K ATPase.

In this study, we have unexpectedly found that mice in which α2-Na/K ATPase is conditionally deleted in astrocytes display episodic transient motor paralysis. Functional neuroimaging analyses reveal that conditional knockout of α2-Na/K ATPase triggers sCSD events in the brain. The sCSD events associate with low-voltage activity (LVA) events upon EEG monitoring. Long-term video and EEG monitoring show that LVA events correlate with transient motor impairment in conditional α2-Na/K ATPase knockout mice. In mechanistic studies, transcriptomic and metabolomic analyses reveal that the loss of α2-Na/K ATPase alters metabolic gene expression in astrocytes in vivo, with consequent elevation of serine and glycine in the brain. Remarkably, feeding conditional α2-Na/K ATPase knockout mice a diet free of serine and glycine reverses the phenotype of transient motor impairment. Notably, conditional α2-Na/K ATPase knockout mice also exhibit weight loss and die prematurely during adulthood, phenotypes that are not observed in familial hemiplegic migraine, and these phenotypes are not reversed by the serine- and glycine-free diet. Collectively, our findings define a metabolic mechanism regulated by astrocytic α2-Na/K ATPase that triggers episodic transient motor paralysis in mice, with potential implications for understanding episodic neurological disorders in the human brain.

## Results

### Conditional α2-Na/K ATPase knockout mice display episodic transient paralysis

To characterize the function of α2-Na/K ATPase in the brain, we generated conditional α2-Na/K ATPase knockout mice. Because α2-Na/K ATPase is predominately expressed in astrocytes in the brain^17^, we crossed mice harboring the floxed allele of the α2-Na/K ATPase gene ATP1a2 (*α2-Na/K ATPase*^*loxP/loxP*^) with mice expressing the recombinase Cre under control of the murine GFAP (*mGFAP*) promoter. Using Cre-dependent EYFP transgenic mice, we confirmed selective expression of Cre in S100β-positive astrocytes, but not neurons in the cerebral cortex in postnatal day 20 (P20) old mice (Supplementary Fig. 1a–c). Immunoblotting and RT-qPCR analyses showed robust downregulation of α2-Na/K ATPase protein and mRNA in the cerebral cortex of conditional α2-Na/K ATPase knockout mice (Fig. 1a, b and Supplementary Fig. 2a–e). Cortical α2-Na/K ATPase protein levels were significantly reduced at P24 (17.7 ± 4.27% of Ctrl, *p* < 0.01) and modestly more reduced at P78 (4.37 ± 1.69% of Ctrl, *p* < 0.001 and *p* < 0.01 when comparing P24 and P78, Supplementary Fig. 2a, d, e). In control analyses of conditional α2-Na/K ATPase knockout mice, α2-Na/K ATPase was not downregulated in skeletal muscle (Supplementary Fig. 2f). In addition, conditional α2-Na/K ATPase knockout had little or no effect on the levels of α1-Na/K ATPase or α3-Na/K ATPase in the cerebral cortex (Supplementary Fig. 2g, h).

**Fig. 1:**
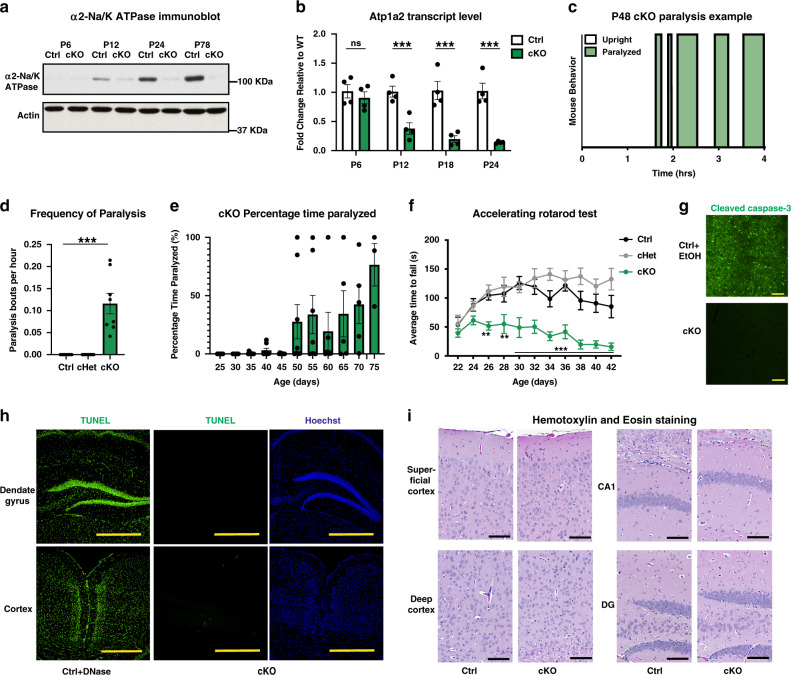
Conditional α2-Na/K ATPase knockout mice display spontaneous transient paralysis. **a** Lysates of the cerebral cortex from P6, P12, P24, and P78 conditional α2-Na/K ATPase knockout (cKO) and sex-matched littermate f/f or f/+ control (Ctrl) mice were immunoblotted with α2-Na/K ATPase and actin antibodies, the latter serving as loading control (*n* = 3 mice per group, quantification in Supplementary Fig. 2, full blots in Supplementary Fig. 15). **b** Lysates of the cerebral cortex from cKO or Ctrl mice at each age were subjected to qRT-PCR analyses using primers to α2-Na/K ATPase, normalized to Gapdh. Gapdh levels did not differ between groups (Supplementary Fig. 14a). Data are presented as mean ± s.e.m. ***P < 0.001 (two-way ANOVA followed by Fisher’s LSD post hoc test). **c**–**e** cKO, Ctrl, and conditional α2-Na/K ATPase heterozygous (cHet) mice were subjected to paralysis video monitoring. A representative trace from a P48 cKO mouse is shown (**c**). Shaded green regions represent paralysis. Quantification of video monitoring from conditional cKO, Ctrl, and cHet showing number of paralysis bouts (**d**). Note that no cHet/Ctrl mice ever exhibited an episode of paralysis. Data are presented as mean ± s.e.m. ***P < 0.001 (two-tailed *t* test, *n* = 7 Ctrl mice, 8 cHet mice, 8 cKO mice—3 male, 5 female, *P* = 0.0005). Quantification of video monitoring from cKO mice, showing total percentage time paralyzed (**e**). Data are presented as mean ± s.e.m. (*n* = 8 mice per group). **f** cKO, Ctrl, and cHet mice were subjected to an accelerating rotarod test. *P < 0.05, **P < 0.01, ***P < 0.001 (two-way ANOVA followed by Fisher’s LSD post hoc test comparing Ctrl and cKO, *n* = 6 mice per group—4 male, 2 female). **g** Representative images from cleaved caspase-3 staining from 50–75-day-old cKO and Ctrl mice. Sections from EtOH-injected Ctrl mice served as positive control. Scale bar is 100 µm; (*n* = 2). **h** Representative images of sections of the cerebral cortex from 50–75-day-old cKO and Ctrl mice subjected to TUNEL staining. DNase-treated Ctrl sections served as positive control. Scale bar is 500 µm; (*n* = 3). **i** Representative images from hematoxylin and eosin staining from 50–75-day-old cKO and Ctrl mice. Scale bar is 100 µm; (*n* = 3).

Conditional α2-Na/K ATPase knockout mice were born in a Mendelian ratio and appeared normal until around 1 month of age (Supplementary Fig. 3a, b). Unexpectedly, starting ~P30–P40, conditional α2-Na/K ATPase knockout mice frequently fell onto their side or abdomen and were unable to right themselves transiently for seconds to hours (Fig. 1c and Supplementary Movies 1–4). The episodes of paralysis appeared in all conditional α2-Na/K ATPase knockout mice, but not in control or conditional α2-Na/K ATPase heterozygous mice (Fig. 1d). In longitudinal video monitoring, the average amount of time of transient paralysis of conditional α2-Na/K ATPase knockout mice increased with age (Fig. 1e). Conditional α2-Na/K ATPase knockout mice also exhibited deficits in an accelerating rotarod paradigm including prior to onset of transient paralysis (Fig. 1f). Notably, conditional α2-Na/K ATPase knockout mice demonstrated significantly reduced weight beginning around the time of paralysis onset and had shortened lifespan at later ages (Supplementary Fig. 3c, d). The paralysis and lifespan phenotypes were similar in male and female conditional α2-Na/K ATPase knockout mice (Supplementary Fig. 3e–g).

Reversible paralysis caused by dysfunction of the central nervous system is typically associated with cerebrovascular ischemia or may occur in the aftermath of seizure activity^35^. No apoptotic cell death was evident in the cerebral cortex on immunohistochemical analyses, using antibodies to cleaved caspase-3 and a TUNEL assay (Fig. 1g, h). Likewise, hematoxylin and eosin (H/E) analyses revealed normal appearance of the cerebral cortex in conditional α2-Na/K ATPase knockout mice with no evidence of ischemic events (Fig. 1i). Continuous EEG monitoring, which has been successfully used to detect seizures in mice^36–38^, failed to reveal seizure activity coincident with or surrounding transient paralysis events, though one ictal event was observed in over 4000 mouse hours in conditional α2-Na/K ATPase knockout mice (Supplementary Fig. 3h). These data suggest that neither ischemia nor generalized seizures causes transient paralysis in conditional α2-Na/K ATPase knockout mice.

### Induced cortical spreading depression spreads faster in conditional α2-Na/K ATPase knockout mice

Because loss of-function α2-Na/K ATPase mutations cause episodic neurological symptoms and signs, including transient paralysis in patients with familial hemiplegic migraine^7^, we reasoned that episodes of paralysis in conditional α2-Na/K ATPase knockout mice might represent a phenomenon similar to migraine aura. Migraine aura is thought to be associated with cortical spreading depression (CSD), a wave of depolarization followed by hyperpolarization spreading at a slow rate (3–5 mm/min) in the cerebral cortex^39^. In animals, CSD events may be induced upon dural pinprick of the brain^40^. We developed a paradigm to image CSD in vivo using intrinsic optical signal (iOS) and neuronal calcium imaging^41^, the latter using the genetic calcium indicator GCaMP6f under control of the *Thy1* promotor (Fig. 2a). First, we showed that dural pinprick induces CSD events, and that the speed measurements for total hemoglobin and neuronal calcium closely match the speed of spread measured by EEG electrodes (Fig. 2b, Supplementary Fig. 4). Then, using the same paradigm, we observed that induced cortical spreading depression (iCSD) events were significantly increased in speed in the brain of conditional α2-Na/K ATPase knockout mice, when compared to control mice at both P24 and P50 (Fig. 2c–f, and Supplementary Figs. 5 and 6).

**Fig. 2:**
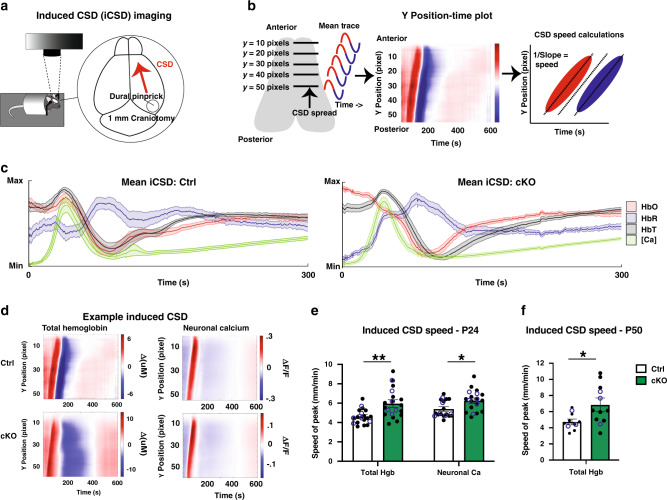
Induced cortical spreading depression spreads faster in conditional α2-Na/K ATPase knockout mice. **a**–**e** P24 conditional α2-Na/K ATPase knockout (cKO) and sex-matched littermate f/f or f/+ controls (Ctrl) mice expressing Thy1-GCaMP6f were anesthetized, subjected to a small craniotomy placed over the posterior right hemisphere and imaged for three trials after a pinprick of the dura. The average signal at each y point on the brain, for each point in time, is made into an image (position-time plot, (**d**)) where the image color represents the signal, *y*-axis represents the brain *y*-position and *x*-axis represents time (**b**). These images were used to calculate CSD speed. Traces illustrating mean ± s.e.m. for all included induced CSD trials (**c**). HbO oxygenated hemoglobin, HbR deoxygenated hemoglobin, HbT total hemoglobin, [Ca] neuronal calcium. Total time = 600 s; (*n* = 6 mice per group). Position-time plots of representative example CSD events from cKO and Ctrl animals (**d**). CSD peak spread significantly faster in the P24 cKO mice, in both the total hemoglobin and neuronal calcium traces (**e**). All iCSD position-time plots are shown in Supplementary Fig. 5 for P24. Filled in black circles represent speed for each CSD and statistics are calculated from this data, hollow blue circles represent the mean speed for each mouse. Data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01 (two-tailed *t* test, *n* = 6 mice per group—3 female, 3 male and 14 CSDs in Ctrl, 15 CSDs in cKO, total Hgb = 4.61 ± 0.21 in Ctrl, 5.95 ± 0.40 in cKO, *P* = 0.030, neuronal Ca = 5.40 ± 0.24 in Ctrl, 6.25 ± 0.29 in cKO, *P* = 0.034). **f** CSD peak spread significantly faster in the hemoglobin trace for the P50 cKO mice. All iCSD position-time plots are shown in Supplementary Fig. 6 for P50. Filled in black circles represent speed for each CSD and statistics are calculated from this data, hollow blue circles represent the mean speed for each mouse. Data are presented as mean ± s.e.m. *P < 0.05 (two-tailed *t* test, *n* = 3 mice per group—2 female, 1 male and 8 CSDs in Ctrl, 9 CSDs in cKO, total Hgb = 4.74 ± 0.36 in Ctrl, 6.85 ± 0.86 in cKO, *P* = 0.047).

### Spontaneous cortical spreading depression in conditional α2-Na/K ATPase knockout mice correlates with transient motor paralysis

Because conditional α2-Na/K ATPase knockout mice featured the phenotype of spontaneous transient paralysis, we asked whether spontaneous cortical spreading depression (sCSD) events might arise in the brain of these mice. To capture potential sCSD events, we imaged unanesthetized conditional α2-Na/K ATPase knockout and control mice longitudinally for 90 min every 4 days using implanted cortical windows, as previously described (Fig. 3a)^41^. Strikingly, we detected robust sCSD events in conditional α2-Na/K ATPase mice, whereas no sCSD events were observed in control mice (Fig. 3b). The frequency of sCSD events in conditional α2-Na/K ATPase knockout mice was 0.10/h ± 0.04, consistent with the frequency of transient paralysis (0.12 ± 0.23, *P* = 0.644), suggesting that sCSD events might be associated with episodes of motor impairment. Notably, sCSD events included unilateral and bilateral events with distinct origins and directions of spread (Fig. 3c–f, Supplementary Fig. 7, and Supplementary Movies 5–11). Speed estimates for sCSD events yielded on average faster speeds than those measured during iCSD events (Supplementary Fig. 8). In both sCSD events and iCSD events, alterations in blood flow and neuronal activity appeared to be time-locked (Fig. 3d, e, Supplementary Fig. 6, and Supplementary Movies 5–11). Collectively, our data reveal that CSD events appear spontaneously in the brain of conditional α2-Na/K ATPase knockout mice.

**Fig. 3:**
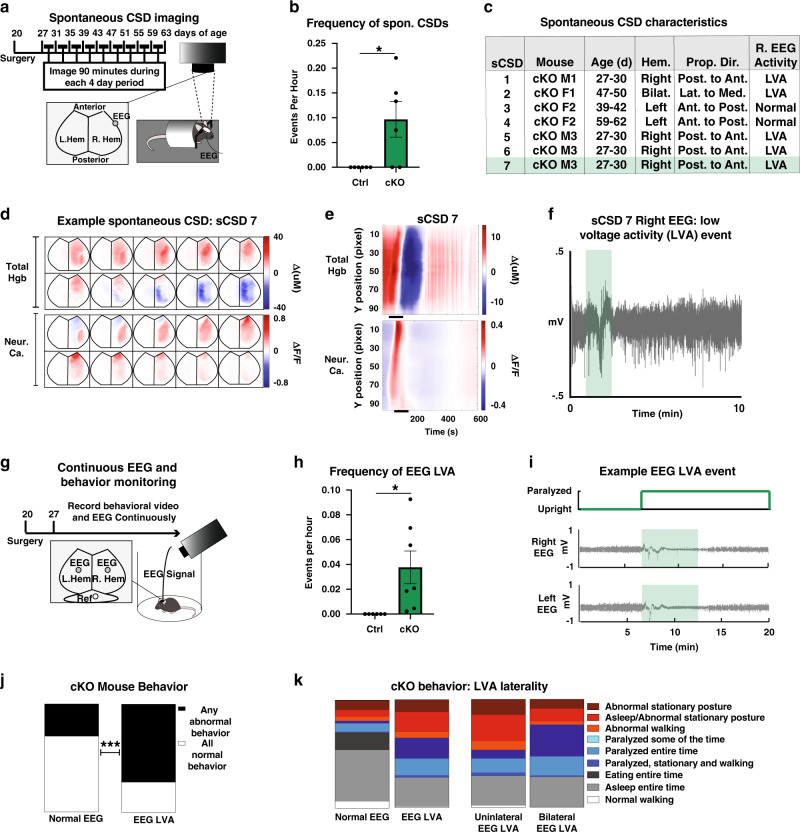
Spontaneous cortical spreading depression in conditional α2-Na/K ATPase knockout mice correlates with transient motor paralysis. **a**–**h** Conditional α2-Na/K ATPase knockout mice (cKO) and Ctrl mice were monitored for spontaneous cortical spreading depression (sCSD) events in intrinsic optical signal imaging for total hemoglobin, with GCaMP6f imaging for neuronal calcium in a subset, and right hemispheric EEG recording (*n* = 6 Ctrl, 6 cKO mice, 3 male and 3 female, 81 Ctrl and 75 cKO hours). Frequency of sCSD events in cKO and Ctrl mice (**b**). No sCSD events were observed in Ctrl mice. Data are presented as mean ± s.e.m. *P < 0.05 (two-tailed *t* test, *n* = 6 mice per group, *P* < 0.0001). Table of all observed sCSD events (**c**). LVA low-voltage activity. Green box indicates pictured sCSD7 (**d**–**f**). The position-time plots for example sCSD in **d** with propagation of signal over time is shown in **e**. The shaded box on **f** corresponds to the time captured by the still images (**d**) and the black bar (**e**, total time = 90 s, start at 50 s, 10 s between images). **g**–**k** cKO and Ctrl mice were monitored for low-voltage activity (LVA) events with continuous bilateral EEG and video monitoring. Frequency of observed LVA events in conditional cKO and Ctrl mice (**h**). No LVA events were observed in Ctrl mice. Data are presented as mean ± s.e.m. *P < 0.05 (two-tailed *t* test, *n* = 6 Ctrl mice—3 male, 3 female, 7 cKO—5 male, 2 female, *P* < 0.0001). Frequency of LVA events in cKO mice (**h**) does not differ from frequency of sCSD events (**b**, two-tailed *t* test, *P* = 0.1307). An example LVA event (**i**). Shaded box indicates LVA in right and left hemispheres, green trace indicates paralysis. LVA events in cKO mice correlated with abnormal motor behavior (**j**). Proportions of normal (eating, sleeping, and walking) and abnormal behavior (abnormal posture, abnormal walking, and paralysis) in cKO mice during normal EEG and LVA events. ***P < 0.001 (Chi-squared test, *n* = 130 events in seven mice each, *P* < 0.0001). Breakdown of behaviors during normal EEG and LVA, and unilateral vs. bilateral LVA (abnormal behavior = colors, normal behavior = grayscale, *n* = 130 events, 62 unilateral 68 bilateral, in seven mice) (**k**).

Cortical spreading depression is highly associated with LVA on EEG analyses in patients^42^. EEG recordings in conditional α2-Na/K ATPase knockout mice revealed that sCSD events were also associated with periods of LVA (Fig. 3c, f and Supplementary Fig. 7). LVA EEG events were not detected outside of sCSD events in conditional α2-Na/K ATPase knockout mice or in control mice. These analyses showed that periods of LVA in EEG analyses correlated with sCSD events, suggesting that the EEG alteration might be used as a surrogate of sCSD events in conditional α2-Na/K ATPase mice.

The identification of sCSD events in awake conditional α2-Na/K ATPase knockout mice led us next to determine whether these events accompanied episodes of transient paralysis. Using implanted bilateral cortical electrodes, we recorded EEG activity and behavior simultaneously (Fig. 3g). In these analyses, periods of LVA occurred in conditional α2-Na/K ATPase knockout mice at a frequency of 0.04/h ± 0.01 (Fig. 3h), a similar frequency as sCSD events (Fig. 3b, 0.10 ± 0.04, *P* = 0.1307). Intersecting analyses of behavior with EEG telemetry, we found that periods of LVA on EEG were associated with transient abnormal motor behavior, including paralysis, abnormal stationary posture, and ataxia (Fig. 3i, j). Notably, bihemispheric LVA was strongly associated with paralysis, whereas unilateral LVA was more commonly associated with abnormal stationary posture and to a lesser extent ataxia (Fig. 3k). Together, our data suggest that sCSD events accompany transient impaired motor behavior in conditional α2-Na/K ATPase knockout mice.

### Alterations of metabolic gene expression in astrocytes in conditional α2-Na/K ATPase knockout mice

Having characterized an association between CSD and transient paralysis in conditional α2-Na/K ATPase knockout mice, we next determined a mechanism by which loss of α2-Na/K ATPase leads to the pathogenesis of motor impairment in these mice. 

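Bulk RNA-Seq libraries were made from the cerebral cortex of 4 cKO and 4 Ctrl mice at P24, with 1 mouse per library. The cKO mice carried the mGFAP-Cre driver and loxP-flanked alleles, and the Ctrl mice were sex-matched littermates whose genotypes, loxP/loxP or loxP/+, are given without the driver. The authors primed reverse transcription of the RNA with oligo-dT and sequenced the product on an Illumina HiSeq instrument. They mapped the reads to the MM10 genome with RNA STAR in Galaxy and deposited raw counts of reads on each gene. The paper's text names edgeR and the Benjamini–Hochberg false discovery rate (FDR), but not the counting tool, the strand, the annotation or the edgeR test, filter and normalization. The table lists 53342 Ensembl gene identifiers, of which 53237 have a symbol and a position in the GENCODE annotation of GRCm38. Between 12603888 and 14575306 reads per library were counted on genes in cKO mice (median 14246760.5), and between 13458107 and 13804118 in Ctrl mice (median 13700714.5). At these depths, 3 counts, taken as the smallest share a library can show, came to between 0.206 and 0.238 CPM in cKO mice and between 0.217 and 0.223 CPM in Ctrl mice. These floors cover counting error only, because PCR copies of a molecule were not told apart. Counts were scaled by edgeR's TMM factors, genes with low counts were removed with edgeR's filterByExpr at its minimum of 10 counts, and the groups were compared with edgeR's two-sided quasi-likelihood test without a replicate block. Genes with a Benjamini–Hochberg adjusted p under 0.05 over all genes tested are called deregulated. Values for single genes are mean TMM-scaled CPM ± SD over mice, and the exact permutation test on 4 against 4 such values cannot give a two-sided p under 0.0286.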

We first performed RNA-Seq analyses in the cerebral cortex in conditional α2-Na/K ATPase knockout and control mice at P24, prior to onset of the phenotype of transient paralysis (Fig. 1e). We found nearly 600 deregulated (411 upregulated and 187 downregulated) genes in the cerebral cortex upon conditional knockout of α2-Na/K ATPase (Fig. 4a and Supplementary Data 1). 

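Of the 22495 genes tested in P24 cortex, 388 were deregulated, 284 upregulated and 104 downregulated in cKO mice. The alternative that moved this count most was leaving out cKO replicate 1, which gave 950 genes. Across genes, which are not independent replicates, the residuals of same-numbered cKO and Ctrl libraries had a mean correlation of 0.105, and with the replicate number as a block 410 genes were deregulated. Myoc (ENSMUSG00000026697), on chromosome 1 from 162639155 to 162649693, went from 13.3 ± 0.633 to 4.63 ± 0.734 CPM (SD, n = 4 each). Sp8 (ENSMUSG00000048562), on chromosome 12 from 118846329 to 118852576, had a log2 fold change of −2.21 (standard error 0.48, adjusted p = 0.0394) with a wide spread among the Ctrl mice, from 2.25 to 9.40 CPM. The largest log2 fold change among upregulated genes was that of Fam187a (ENSMUSG00000075510), which lies beside Gfap on chromosome 11 from 102885169 to 102886731 and went from 0.129 ± 0.0703 to 8.01 ± 0.743 CPM (SD, n = 4 each), so that the Ctrl mean was under the floor. Lgals3 (ENSMUSG00000050335), on chromosome 14 from 47367751 to 47386160, had a log2 fold change of 5.41 (standard error 0.76, adjusted p = 0.00320), with cKO replicate 1 at 2.56 CPM and the other cKO mice between 19.8 and 28.2 CPM. Gpnmb (ENSMUSG00000029816), on chromosome 6 from 49036546 to 49070929, went from 3.43 ± 0.506 to 49.2 ± 19.7 CPM (SD, n = 4 each). S100a4 (ENSMUSG00000001020), on chromosome 3 from 90603771 to 90606045, and Gm42674 (ENSMUSG00000105518), which overlaps it on the same strand, had log2 fold changes of 4.20 and 3.65. For each of these genes all 4 cKO mice lay on the same side of all 4 Ctrl mice, which the rule for naming them required, so that no test of this separation is given.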

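The genes upregulated in cKO mice at P24 were compared with the mouse Reactome pathways, since the PANTHER sets were not used here. The 867 pathways with between 10 and 2000 tested genes were tested against a background of the 5147 tested genes in any Reactome pathway, 123 of which were upregulated. The pathway Metabolism held 41 upregulated genes among its 1242 genes, where 29.7 would be drawn at random, a ratio of 1.38 (one-sided Fisher's exact test, p = 0.0124). After Benjamini–Hochberg adjustment over the pathways its adjusted p was 0.384. Metabolism of amino acids and derivatives held 9 upregulated genes among 155, where 3.70 would be drawn at random, with an adjusted p of 0.366. Extracellular matrix organization had the lowest p of the pathways, with 15 upregulated genes among 203 and an adjusted p of 0.0726, so that no pathway had an adjusted p under 0.05 in these settings. An alternative took all 15060 tested genes with an Entrez identifier as the background, including genes in no pathway, and gave an adjusted p of 0.00228 for Metabolism and 0.0399 for Metabolism of amino acids and derivatives. With limma's camera test, which ranks all tested genes, the adjusted p was 0.293 for Metabolism and 0.0318 for Metabolism of amino acids and derivatives. Over all pathways, 22 had an adjusted p under 0.05 with that background and 54 with camera. With the calls of edgeR's exact test and of the replicate block 2 passed each, and with genes called in either direction 11.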

Gene ontology (GO) analyses revealed that metabolism genes were overrepresented among the upregulated genes in P24 conditional α2-Na/K ATPase knockout mice (Fig. 4b). 

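Gfap (ENSMUSG00000020932), which encodes an intermediate filament protein of astrocytes, lies on chromosome 11 of GRCm38 from 102887336 to 102900912. In P24 cortex it had 142 ± 12.3 CPM (SD, n = 4) in Ctrl mice and 807 ± 137 CPM (SD, n = 4) in cKO mice, a log2 fold change of 2.51 (standard error 0.11, adjusted p = 2.18e-07 from edgeR). Every cKO mouse had a higher value than every Ctrl mouse (exact permutation test, two-sided p = 0.0286). The mGFAP-Cre driver was carried by the cKO mice and is not part of the Ctrl genotypes, and Fam187a, the gene next to Gfap, had a log2 fold change of 5.86 in the same mice. In cortex of other P24 mice, both genotypes of which are inferred to carry that driver, the log2 fold change was 0.17 for Fam187a and 1.53 for Gfap (adjusted p = 0.0504 for Gfap). Among the 9 astrocytosis genes the paper measured by RT-qPCR (Gfap, Vim, Osmr, Srgn, Serping1, Ggta1, Cd109, Emp1 and Clcf1), 6 had an adjusted p under 0.05 over all genes tested and 7 when adjusted over the list alone, all of them upregulated. Vim (ENSMUSG00000026728), on chromosome 2 from 13573927 to 13582826, had a log2 fold change of 3.22 (standard error 0.39, adjusted p = 0.00120). Osmr, Cd109, Emp1 and Ggta1 had log2 fold changes of 1.38, 2.38, 2.05 and 0.82. The value for Clcf1 was 1.76 with an adjusted p of 0.0712, which was under 0.05 with the replicate block and with edgeR's exact test. Srgn and Serping1 had log2 fold changes of −0.12 and 0.08, both smaller than their standard errors of 0.22 and 0.19, and each changed sign when single mice were left out.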

The astrocytosis gene Gfap was also upregulated in the brain of conditional α2-Na/K ATPase knockout mice (Supplementary Fig. 9a). Gfap protein upregulation was confirmed in immunohistochemical analyses, and other astrocytosis genes were also upregulated on RT-qPCR (Supplementary Fig. 9b, c)^43^. 

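Cortex of 4 cKO and 4 Ctrl mice at P17 was sequenced as at P24, and the authors deposited its raw counts as a separate table. Between 9157582 and 9448118 reads per library were counted on genes in cKO mice (median 9358174), and between 8855488 and 11454729 in Ctrl mice (median 9953830). The floor of 3 counts was between 0.318 and 0.328 CPM in cKO mice and between 0.262 and 0.339 CPM in Ctrl mice. Of the 21201 genes tested, 20 were deregulated, 14 upregulated and 6 downregulated. The residuals of same-numbered cKO and Ctrl libraries had a mean correlation of 0.263 across genes, and the replicate block moved the count most, to 84 upregulated and 25 downregulated genes with the 20 among them. Vapa (ENSMUSG00000024091) and Rab31 (ENSMUSG00000056515), on chromosome 17 of GRCm38 from 65578327 to 65613555 and from 65651729 to 65772752, had log2 fold changes of −1.07 and −0.64 (adjusted p = 2.73e-05 and 0.000183). In cortex of P24 mice, where both genotypes are inferred to carry the driver, the values were 0.24 for Vapa and 0.21 for Rab31. Kcnj10 (ENSMUSG00000044708) and Pea15a (ENSMUSG00000013698), on chromosome 1 from 172341210 to 172374085 and from 172196728 to 172206804, had log2 fold changes of 0.84 and 0.63 (adjusted p = 0.000168 and 0.00486). Nat8f3 (ENSMUSG00000051262), on chromosome 6 from 85732513 to 85765754, had a log2 fold change of 0.73 (adjusted p = 0.0498), with cKO replicate 1 at 8.49 CPM and the other cKO mice between 9.38 and 9.50 CPM.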

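Among the genes upregulated in cKO cortex at P17, 5 were in any Reactome pathway, against a background of 5025 tested genes. Metabolism held 1 of them among its 1210 genes, where 1.20 would be drawn at random (adjusted p = 1 over 856 pathways). That gene was Gpt, which was also the only upregulated gene among the 151 genes of Metabolism of amino acids and derivatives. With only 5 genes the test could hardly pass 0.05 after adjustment over the pathways. It therefore does not decide whether metabolism genes were overrepresented at P17. With the calls of edgeR's exact test Metabolism held 5 upregulated genes where 3.13 would be drawn at random, and with the replicate block 11 where 6.98 would be, each with an adjusted p of 1. Gfap had 133 ± 8.12 CPM (SD, n = 4) in Ctrl mice and 270 ± 32.0 CPM (SD, n = 4) in cKO mice at P17, a log2 fold change of 1.03 (standard error 0.08, adjusted p = 8.58e-05). The lowest cKO mouse, at 240 CPM, was above the highest Ctrl mouse, at 139 CPM. Its neighbor Fam187a rose by a log2 fold change of 5.12 in the same mice. Vim had 33.9 ± 4.62 CPM (SD, n = 4) in Ctrl mice, where replicate 1 was at 27 CPM and the others between 35.8 and 37.0, and 45.1 ± 7.31 CPM (SD, n = 4) in cKO mice, a log2 fold change of 0.42 with an adjusted p of 0.658. Of the 9 astrocytosis genes, 1 had an adjusted p under 0.05 over all genes tested, Gfap, and 3 when adjusted over the list alone, Gfap, Vim and Osmr. With the replicate block 2 passed over all genes, Gfap and Vim. The difference between the ages was tested directly, as an interaction of age and genotype: the log2 fold change at P24 exceeded that at P17 by 1.48 for Gfap (standard error 0.15, adjusted p = 0.000129) and by 2.81 for Vim (standard error 0.45, adjusted p = 0.0200). Over the alternatives and the fits without single libraries, Gfap passed in 23 of 23 and Vim in 14 of 23, with an adjusted p of at most 0.0752 for Vim.

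**Figure D1:**
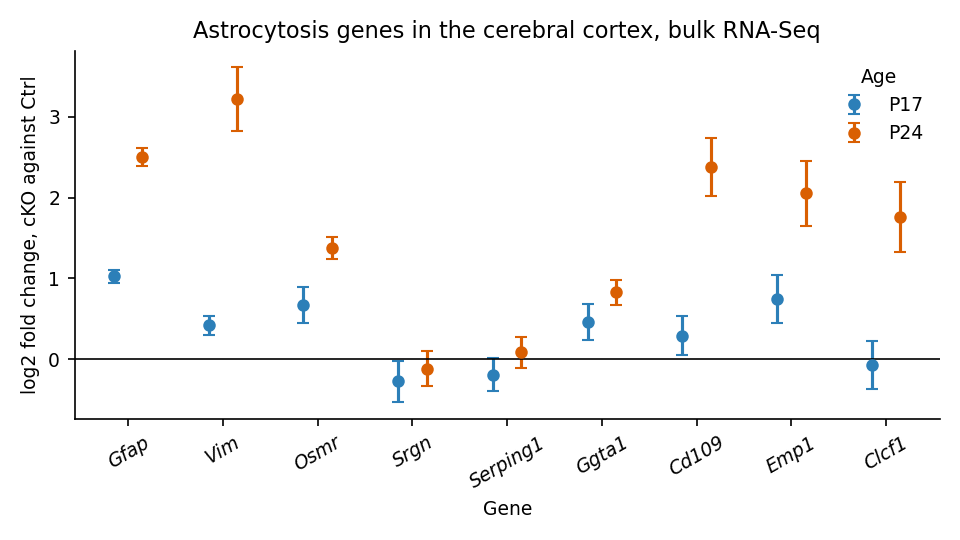
Log2 fold change of cKO over Ctrl cortex (vertical axis) for the 9 astrocytosis genes (horizontal axis) at P17 (blue) and P24 (orange), from edgeR on 4 mice per group; error bars are standard errors. Gfap is at 1.03 at P17 and 2.51 at P24, and Vim at 0.42 and 3.22.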

Remarkably, RNA-Seq and RT-qPCR analyses of the cerebral cortex in P17 mice revealed deregulation of metabolism, but not astrocytosis genes (Supplementary Fig. 9d–f and Supplementary Data 1), suggesting loss of α2-Na/K ATPase leads to alterations of metabolic gene expression prior to onset of astrocytosis in conditional α2-Na/K ATPase knockout mice. Among the most upregulated metabolism genes at P17 were those encoding a glycine synthesis enzyme, a mitochondrial citric acid cycle enzyme, and glutamate transaminase (Supplementary Fig. 9f).

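Genes of these descriptions were taken from the P17 sheet of Supplementary Data 1: Sardh, which encodes sarcosine dehydrogenase and makes glycine, Idh2, which encodes mitochondrial isocitrate dehydrogenase, and Gpt, which encodes a glutamate transaminase; Pnp, which encodes purine nucleoside phosphorylase, was added from the same sheet. Gpt (ENSMUSG00000022546), on chromosome 15 of GRCm38 from 76695716 to 76699686, went from 7.45 ± 0.979 CPM (SD, n = 4) in Ctrl mice to 13.7 ± 1.85 CPM (SD, n = 4) in cKO mice, a log2 fold change of 0.88 (standard error 0.13, adjusted p = 0.0245). With single mice left out in turn, its adjusted p stayed under 0.05 in 2 of 8 fits and its log2 fold change between 0.81 and 0.96. Sardh (ENSMUSG00000009614), on chromosome 2 from 27188393 to 27248337, went from 13.6 ± 0.577 to 19.3 ± 1.51 CPM (SD, n = 4 each), a log2 fold change of 0.50 (standard error 0.08, adjusted p = 0.0532); Ctrl replicate 2 was at 14.4 CPM and the other Ctrl mice between 13.2 and 13.3. Idh2 (ENSMUSG00000030541), on chromosome 7 from 80094846 to 80115392, went from 25.3 ± 2.49 to 34.8 ± 4.16 CPM (SD, n = 4 each), a log2 fold change of 0.46 (standard error 0.09, adjusted p = 0.193). Pnp (ENSMUSG00000115338), on chromosome 14 from 50931082 to 50965237, went from 11.3 ± 0.447 to 17.3 ± 2.63 CPM (SD, n = 4 each), a log2 fold change of 0.61 (standard error 0.11, adjusted p = 0.0828). Sardh, Idh2 and Pnp had an adjusted p under 0.05 with the replicate block and with edgeR's exact test. For each of the 4 genes every cKO mouse was above every Ctrl mouse (exact permutation test, two-sided p = 0.0286, the smallest that 4 mice against 4 allow), though the genes were taken from the calls of the paper on the same libraries. From the P17 data the paper proposes that metabolic gene expression is altered in cKO mice before astrocytosis begins. Its P17 list holds Gfap, which also rose here (log2 fold change 1.03, adjusted p = 8.58e-05 from edgeR), but not the other astrocytosis genes. With limma's camera test the astrocytosis list without Gfap was higher in cKO mice at P17 (unadjusted p = 0.00711). A start of astrocytosis by P17 is thus not excluded.

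**Figure D2:**
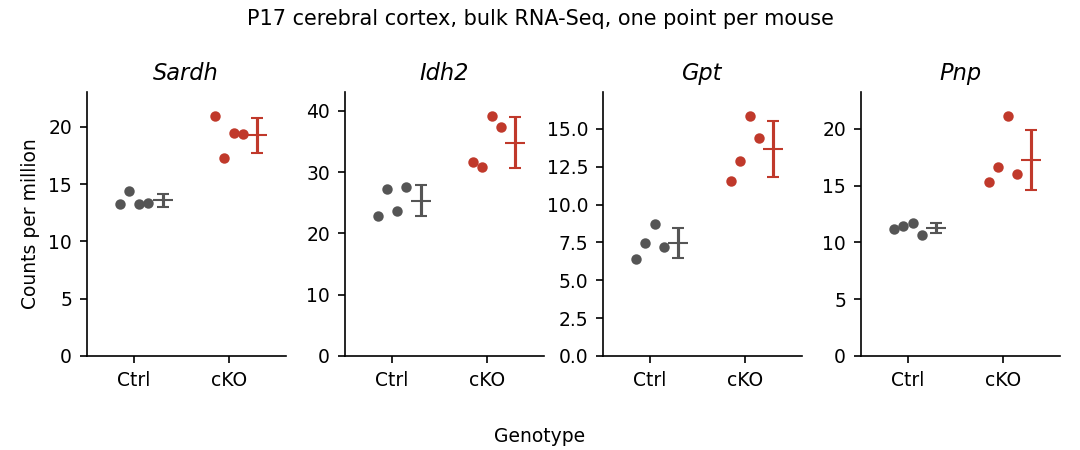
TMM-scaled CPM (vertical axis, starting at 0) of Sardh, Idh2, Gpt and Pnp in P17 cortex, by genotype (horizontal axis); each point is a mouse, and bars and error bars are the mean and SD of 4 mice. In each panel the lowest cKO mouse is above the highest Ctrl mouse, for example 11.6 against 8.75 CPM for Gpt.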

**Fig. 4:**
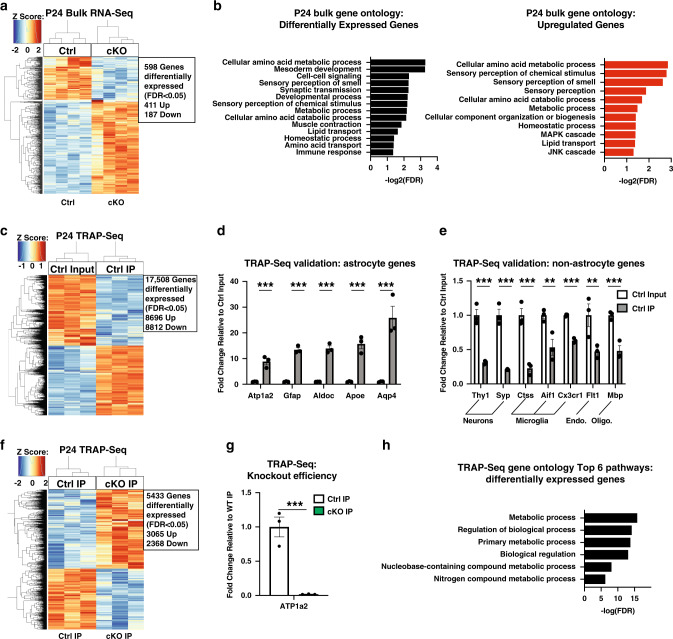
Conditional α2-Na/K ATPase knockout mice exhibit alteration of metabolic transcripts in astrocytes. **a**, **b** The cerebral cortex from P24 conditional α2-Na/K ATPase knockout (cKO) and sex-matched littermate f/f or f/+ control (Ctrl) mice were subjected to RNA-Seq analyses (*n* = 4). Clustering dendrogram and heatmap of the expression levels of significantly upregulated and downregulated genes (false discovery rate (FDR) < 0.05, *n* = 4 mice per group, *Z*-score of base 2 log-transformed CPM) (**a**). Gene ontology (GO) analyses of, from left to right, differentially expressed and upregulated genes in the P24 cKO mice (**b**). Significantly overrepresented pathways are shown (FDR < 0.05, equivalent to negative base 10 log-transformed FDR > 1.301). **c**–**h** The cerebral cortex from P24 cKO and Ctrl mice were subjected to translating ribosome affinity purification-Seq (TRAP) followed by sequencing (TRAP-Seq) analyses; (*n* = 3 mice per group). Enrichment of canonical astrocyte marker genes and de-enrichment of canonical marker genes of other cell types in the immunoprecipitation (IP) fraction of f/f or f/+ Ctrl mice, using an antibody to GFP, relative to input for TRAP-Seq (**d**, **e**). Data are presented as mean ± s.e.m. ***P < 0.001 (two-tailed *t* test, *n* = 3 mice per group). Clustering dendrogram and heatmap of the expression levels of significantly upregulated and downregulated genes in the IP fraction from cKO mice compared to the IP fraction from sex-matched Ctrl mice (**f**) (FDR < 0.05, *n* = 3 mice per group, *Z*-score of base 2 log-transformed CPM). Atp1a2 transcript levels in Ctrl and cKO IP samples (**g**). Data are presented as mean ± s.e.m. ***P < 0.001 (*t* test, *n* = 3 mice per group, *P* = 0.0007). Top six pathways (by FDR) for GO analyses of differentially expressed genes in the P24 cKO mice relative to sex-matched littermate Ctrl mice (**h**). Significantly overrepresented pathways are shown (FDR < 0.05, equivalent to negative base 10 log-transformed FDR > 1.301).

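TRAP isolates the messenger RNA bound to tagged ribosomes, so that transcripts of the cells that express the tag can be read out from whole tissue. The cortices of 3 Ctrl and 3 cKO mice at P24 gave 12 libraries, an Input library from part of the supernatant and an immunoprecipitated (IP) library for each mouse. The tagged ribosomal protein is expressed only where the mGFAP-Cre driver is active, and IP libraries were made from Ctrl as well as cKO mice. The authors made the libraries from oligo-dT purified RNA, processed the reads as for the bulk RNA-Seq and deposited raw counts per gene. Reads counted on genes ranged from 23336491 to 26153084 in cKO IP libraries (median 23813666), from 24474701 to 25284490 in Ctrl IP libraries (median 25206062), from 23327604 to 27242445 in cKO Input libraries (median 25454949) and from 18433087 to 23518706 in Ctrl Input libraries (median 19191541). The floor of 3 counts lay between 0.110 and 0.163 CPM over the 12 libraries. The IP libraries of cKO and Ctrl mice, and the IP and Input libraries of Ctrl mice, were compared with the edgeR settings used for the bulk libraries. With 3 mice against 3 the exact permutation test cannot give a two-sided p under 0.1, so that no difference for a single gene can pass 0.05 in that test, and only adjusted p from edgeR are given.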

To determine whether the deregulation of metabolic gene expression occurs in a cell-intrinsic manner in conditional α2-Na/K ATPase knockout mice, we performed translating ribosome affinity purification (TRAP) analyses of the cerebral cortex from mice, in which the EGFP/Rpl10a fusion protein was expressed in a Cre-dependent manner using the mGFAP-Cre driver. TRAP analyses in control mice led to the enrichment of genes selectively expressed in astrocytes and de-enrichment for genes expressed in neurons, microglia, and endothelial cells (Fig. 4c–e), validating the TRAP approach. 

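In Ctrl mice, 17304 of the 24385 genes tested differed between IP and Input libraries, 8601 higher in IP and 8703 lower. IP and Input came from the same mice, and with the mouse as a block 17332 genes differed; the counts under the other alternatives lay between 15244 and 18191. The astrocyte genes Gfap, Aldoc, Apoe and Aqp4 were all higher in IP. Aqp4 (ENSMUSG00000024411), on chromosome 18 of GRCm38 from 15389496 to 15410982, went from 14.7 ± 2.83 CPM (SD, n = 3) in Input to 360 ± 109.2 CPM (SD, n = 3) in IP, a log2 fold change of 4.62 (standard error 0.22, adjusted p = 8.49e-09). Gfap went from 137 ± 23.4 to 1731 ± 178 CPM (SD, n = 3 each), and the log2 fold changes of Apoe and Aldoc were 3.89 and 3.72. The neuronal genes Syp (ENSMUSG00000031144), on chromosome X from 7638471 to 7653256, and Thy1 (ENSMUSG00000032011), on chromosome 9 from 44043384 to 44048579, had log2 fold changes of −2.36 and −1.76 (adjusted p = 2.95e-08 and 3.08e-07). The microglial genes Ctss, Aif1 and Cx3cr1 had log2 fold changes of −2.30, −1.04 and −0.75, the highest adjusted p being 0.00691. Flt1 (ENSMUSG00000029648), of endothelial cells, on chromosome 5 from 147561604 to 147726011, went from 1.39 ± 0.471 to 0.569 ± 0.125 CPM (SD, n = 3 each), with a log2 fold change of −1.27 (standard error 0.35, adjusted p = 0.00587), and Mbp, of oligodendrocytes, had a log2 fold change of −1.14. Among genes of a mean log2 CPM of at least 1, the largest log2 fold changes toward IP were those of A330048O09Rik, 2900052N01Rik and Nat1, at 5.43, 5.23 and 5.16. Fgf4 and Fgf15, with 18.3 and 22.8 CPM in Input, had 0 and 0.0517 CPM in IP, under the floor. Gm10152 and Gm44929 were also among the genes with the largest log2 fold changes toward Input. All of these genes lie on chromosome 7 between 144763139 and 144900953. Why genes of this region were low in IP was not tested, so that they are not shown to be transcripts of other cortical cells.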

Expression of α2-Na/K ATPase mRNA was nearly completely (98.2%) downregulated in TRAP analyses of conditional α2-Na/K ATPase knockout mice (Fig. 4f, g), confirming knockout of α2-Na/K ATPase in astrocytes. Importantly, metabolic genes including those that encode amino acid metabolism were deregulated in astrocytes in the cerebral cortex in conditional α2-Na/K ATPase knockout mice (Fig. 4h and Supplementary Data 1). 

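In the IP libraries, 4782 of the 23864 genes tested were deregulated, 2772 upregulated and 2010 downregulated in cKO mice. The alternative that moved the count most was a fit of all 12 TRAP libraries together, which gave 1684 genes, 920 upregulated and 764 downregulated. With library size alone in place of TMM, the median log2 fold change of all genes tested moved from −0.01 to −0.13 and the share of upregulated genes among those deregulated from 58.0% to 36.2%. Of the upregulated genes, 657 were among the 5099 tested genes in any Reactome pathway. Metabolism held 222 of them among its 1238 genes, where 159.5 would be drawn at random (one-sided Fisher's exact test, adjusted p = 7.96e-08 over 868 pathways). Fig. 4h of the paper is on differentially expressed genes. With genes called in either direction, Metabolism held 338, where 296.45 would be drawn at random (adjusted p = 0.0236), an alternative chosen after values were seen. Of the downregulated genes it held 116, where 136.9 would be drawn. With limma's camera test the adjusted p of Metabolism was 0.280. Metabolism of amino acids and derivatives held 22 upregulated genes among 158, where 20.4 would be drawn at random (adjusted p = 1). Of the 868 pathways, 35 had an adjusted p under 0.05. Eukaryotic Translation Elongation had the lowest, 5.15e-66, with 85 of its 92 genes upregulated. Respiratory electron transport held 45 upregulated genes among 65 (adjusted p = 2.88e-24).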

Together, our data show that metabolic gene expression is deregulated in astrocytes in conditional α2-Na/K ATPase knockout mice.

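The largest log2 fold changes among genes upregulated in cKO IP libraries were those of Col5a3, Lgals3, Gpnmb, Syt15 and Gdf15. Col5a3 (ENSMUSG00000004098), on chromosome 9 of GRCm38 from 20770050 to 20815067, went from 0.472 ± 0.264 CPM (SD, n = 3) to 28.4 ± 6.63 CPM (SD, n = 3), a log2 fold change of 5.89 (standard error 0.30, adjusted p = 1.61e-06). Lgals3 went from 1.82 ± 0.512 to 70.0 ± 27.4 CPM and Gpnmb from 1.30 ± 0.135 to 44.7 ± 16.9 CPM (SD, n = 3 each). Syt15 (ENSMUSG00000041479), on chromosome 14 from 34219595 to 34230420, and Gdf15 (ENSMUSG00000038508), on chromosome 8 from 70629393 to 70632456, had log2 fold changes of 4.91 and 4.30. Among downregulated genes were Sult1a1 (ENSMUSG00000030711), on chromosome 7 from 126672865 to 126676432, with a log2 fold change of −2.55 (standard error 0.27, adjusted p = 0.000205), and Myoc, at −2.48 (standard error 0.15, adjusted p = 8.04e-06). Gfap had a log2 fold change of 0.76 in IP (standard error 0.11, adjusted p = 0.00140). From the pathways overrepresented among genes deregulated in the IP libraries (Fig. 4h), the paper concludes that metabolic gene expression is deregulated in astrocytes of cKO mice.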

### Levels of serine and glycine are elevated in the cerebral cortex in conditional α2-Na/K ATPase knockout mice

To elucidate the consequences of deregulated metabolic gene expression in the brain upon loss of α2-Na/K ATPase, we performed metabolomics analyses in the cerebral cortex of conditional α2-Na/K ATPase knockout and control mice. Strikingly, the amino acid serine was the most significantly altered metabolite in the cerebral cortex upon conditional knockout of α2-Na/K ATPase in mice at both P17 and P24, increasing more than twofold at P24 (Fig. 5a, b). Other amino acids, including notably glutamate, were not significantly altered, though glutamine was slightly downregulated (Supplementary Fig. 10a–c). Targeted gas chromatography–mass spectrometry (GC–MS) confirmed upregulation of serine in the cerebral cortex, but not liver, in conditional α2-Na/K ATPase mice (Fig. 5c and Supplementary Fig. 10d). Unlike in conditional knockout mice, conditional heterozygous mice exhibited no significant increase in cortical serine levels (Supplementary Fig. 10e). In high-performance liquid chromatography (HPLC) assays, both L- and D-enantiomers of serine were equivalently upregulated in the brain of conditional α2-Na/K ATPase mice (Fig. 5d).

**Fig. 5:**
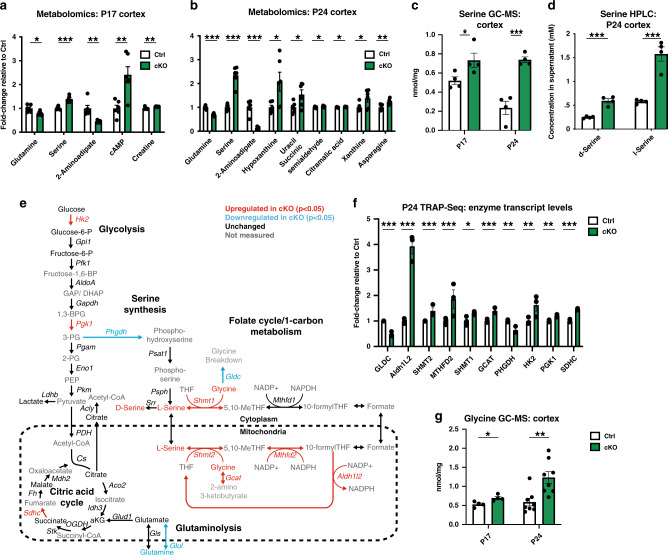
Levels of serine and glycine are elevated in the cerebral cortex of conditional α2-Na/K ATPase knockout mice. **a** Metabolomics was performed on flash-frozen cerebral cortex from P17 conditional α2-Na/K ATPase knockout (cKO) and sex-matched littermate f/f or f/+ control (Ctrl) mice. Only significantly altered metabolites are shown. Data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed *t* test, *n* = 6 mice per group). **b** Metabolomics was performed on flash-frozen cerebral cortex from P24 cKO and Ctrl mice. Only significantly altered metabolites are shown. Data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed *t* test, *n* = 6 mice per group). **c** The cerebral cortex from perfused P24 and P17 cKO and Ctrl mice was subjected to gas chromatography–mass spectrometry (GC–MS) for serine levels. The levels of serine were robustly elevated in the cerebral cortex of conditional α2-Na/K ATPase knockout mice. Data are presented as mean ± s.e.m. *P < 0.05, ***P < 0.001 (two-tailed *t* test, *n* = 4 mice per group, *P* = 0.046 P17, *P* = 0.00056 P24). **d** Flash-frozen cerebral cortex from P24 cKO and Ctrl mice was subjected to high-performance liquid chromatography (HPLC) to quantify levels of D- and L-serine. Data are presented as mean ± s.e.m. ***P < 0.001 (two-tailed *t* test, *n* = 4 mice per group, *P* = 0.00034 D-serine, *P* = 0.00058 L-serine). **e** Network constructed by integrating established metabolic pathways relevant to serine biosynthesis with TRAP-Seq data for transcript levels of metabolic enzymes and the metabolomics data for metabolite levels. Red indicates significant upregulation (*P* < 0.05), blue indicates significant downregulation, black indicates no significant change, and gray indicates an unmeasured metabolite. **f** Fold change of selected metabolic enzymes in the TRAP-Seq for cKO relative to Ctrl mice. Data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001 (false discovery rate (FDR), *n* = 3 mice per group). **g** The cerebral cortex from perfused P24 and P17 cKO and Ctrl mice was subjected to GC–MS for glycine levels. The levels of glycine were robustly elevated in the cerebral cortex of conditional α2-Na/K ATPase knockout mice. Data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01 (two-tailed *t* test, *n* = 4 mice at P17, 8 at P24, *P* = 0.020 P17, *P* = 0.0035 P24).

To shed light on the mechanisms by which loss of α2-Na/K ATPase triggers the elevation of serine levels in the brain, we constructed a network by integrating established metabolic pathways relevant to serine biosynthesis with our TRAP-Seq data (Fig. 5e). These analyses revealed that several significantly upregulated enzymes represent components of the folate cycle, which relies on the interconversion of serine and glycine for carbon units^44^. These genes included serine hydroxymethyltransferase 1 and 2, aldehyde dehydrogenase 1 family member L2, glycine C-acetyltransferase, and methylenetetrahydrofolate dehydrogenase 2 (Shmt2, Shmt1, Aldh1l2, Gcat, and Mthfd1, Fig. 5e, f). 

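Among the 34 enzymes of Fig. 5e and Fig. 5f, 13 were deregulated in IP libraries over all genes tested, 9 upregulated and 4 downregulated, and 14 when adjusted over the list alone. Over the alternatives the count lay between 10 and 16. Aldh1l2 (ENSMUSG00000020256), on chromosome 10 of GRCm38 from 83487450 to 83534140, went from 2.94 ± 0.299 CPM (SD, n = 3) in Ctrl to 12.7 ± 1.32 CPM (SD, n = 3) in cKO mice, a log2 fold change of 2.11 (standard error 0.15, adjusted p = 1.92e-05). Mthfd2 (ENSMUSG00000005667), on chromosome 6 from 83305691 to 83325908, went from 9.27 ± 1.20 to 18.6 ± 5.79 CPM (SD, n = 3 each), a log2 fold change of 1.00 (standard error 0.21, adjusted p = 0.00718). Mthfd1 (ENSMUSG00000021048), on chromosome 12 from 76255298 to 76319803, had 58.3 ± 5.42 CPM in Ctrl and 50.9 ± 7.80 CPM in cKO mice (SD, n = 3 each), with a log2 fold change of −0.20 and an adjusted p of 0.296. Shmt2 (ENSMUSG00000025403), on chromosome 10 from 127517123 to 127522444, went from 20.4 ± 0.244 to 30.8 ± 5.06 CPM (SD, n = 3 each), a log2 fold change of 0.60 (standard error 0.13, adjusted p = 0.00738). Shmt1 (ENSMUSG00000020534), on chromosome 11 from 60788104 to 60811718, went from 4.85 ± 0.872 to 6.92 ± 0.371 CPM (SD, n = 3 each), a log2 fold change of 0.51 (standard error 0.16, adjusted p = 0.0480). Its adjusted p was 0.05 or more with library size alone, without a filter on low counts and in the fit of all 12 libraries, and stayed under 0.05 in 1 of the 6 fits that each left out a mouse. Gcat (ENSMUSG00000006378), on chromosome 15 from 79030874 to 79038353, went from 24.4 ± 1.47 to 36.7 ± 3.10 CPM (SD, n = 3 each), a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.00344).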

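Phgdh (ENSMUSG00000053398), which encodes the first enzyme from glucose toward serine and lies on chromosome 3 of GRCm38 from 98313170 to 98339990, went from 280 ± 15.0 CPM (SD, n = 3) in Ctrl IP libraries to 193 ± 40.3 CPM (SD, n = 3) in cKO IP libraries. Its log2 fold change was −0.53 (standard error 0.14, adjusted p = 0.0182), and its adjusted p stayed under 0.05 in 2 of the 6 fits that each left out a mouse. Psat1 (ENSMUSG00000024640), on chromosome 19 from 15904678 to 15947337, went from 464 ± 13.8 to 547 ± 24.5 CPM (SD, n = 3 each), a log2 fold change of 0.24 (standard error 0.09, adjusted p = 0.0887). With DESeq2's Wald test and with the replicate block Psat1 was upregulated. Psph (ENSMUSG00000029446), on chromosome 5 from 129765558 to 129787449, had 125 ± 2.59 CPM in Ctrl and 127 ± 5.52 CPM in cKO mice (SD, n = 3 each). Its log2 fold change was 0.03 (standard error 0.09, adjusted p = 0.875), and −0.09 with library size alone in place of TMM.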

Enzymes that promote serine biosynthesis from glucose, such as phosphoglycerate dehydrogenase, phosphoserine aminotransferase 1, and phosphoserine phosphatase were downregulated or unaltered (Fig. 5e, f). Because glycine is intimately involved with serine in the pathways altered upon loss of α2-Na/K ATPase (Fig. 5e), we performed GC–MS analyses of glycine in conditional α2-Na/K ATPase knockout mice. Like serine, glycine was upregulated in the cerebral cortex, but not liver, of conditional α2-Na/K ATPase knockout mice (Fig. 5g and Supplementary Fig. 10f).

Because Na/K ATPase activity may influence mitochondrial metabolism via altered calcium dynamics^11,22,45^, and mitochondrial dysfunction deregulates serine biosynthesis^46^, we asked whether loss of α2-Na/K ATPase in the conditional knockout mice might impact mitochondrial function. We first characterized the morphology of mitochondria in astrocytes in the cerebral cortex in P24 conditional α2-Na/K ATPase knockout mice (Supplementary Fig. 11a). A modest but significant increase in the proportion of mitochondria with abnormal morphology was evident in the cortex upon conditional knockout of α2-Na/K ATPase (Supplementary Fig. 11a). In other analyses, mitochondrial genes were significantly enriched among the deregulated, mostly upregulated genes in astrocytes obtained in TRAP-Seq analyses upon intersection with the MitoCarta database of 1158 verified mitochondrial genes (Supplementary Fig. 11b, c and Supplementary Data 1)^47^. 

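Supplementary Data 1 marks 344 mitochondrial genes among those the paper calls deregulated in TRAP-Seq, and 342 of them could be matched to the count table and tested; the MitoCarta database itself was not used here. In the comparison of cKO and Ctrl IP libraries, 281 of the 342 genes were higher in cKO mice, or 82.2% (95% Wilson confidence interval from 77.8% to 85.9%, which treats genes as independent), against 48.4% of all genes tested. Their median log2 fold change was 0.45. Of the 342 genes, 324 were deregulated, 269 upregulated and 55 downregulated. With library size alone in place of TMM, 281 were again higher, against 36.9% of all genes tested, and 239 were deregulated, 178 upregulated and 61 downregulated. The list is made of the paper's own calls on these libraries, so that the shares describe its members and test nothing.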

The upregulated mitochondrial function transcripts in conditional α2-Na/K ATPase knockout mice encoded serine and glycine biosynthesis, including Shmt2, Mthfd2 and Aldh1l2, and Gatm (Supplementary Fig. 11d and Supplementary Data 1). 

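Gatm (ENSMUSG00000027199), which encodes glycine amidinotransferase, lies on chromosome 2 of GRCm38 from 122594467 to 122611303. It went from 104 ± 11.0 CPM (SD, n = 3) in Ctrl IP libraries to 297 ± 21.1 CPM (SD, n = 3) in cKO IP libraries, a log2 fold change of 1.51 (standard error 0.11, adjusted p = 1.92e-05). For Gatm, Shmt2, Mthfd2 and Aldh1l2 the 3 cKO mice were all above the 3 Ctrl mice. The cKO mice lay between 26.5 and 36.4 CPM for Shmt2, between 12.4 and 23.9 CPM for Mthfd2 and between 11.2 and 13.5 CPM for Aldh1l2. The highest Ctrl mice were at 20.7, 10.3 and 3.25 CPM for these genes. All 4 kept an adjusted p under 0.05 in each of the 6 fits that left out a mouse.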

Construction of a network encompassing all metabolites significantly altered at P24 or P17 (Fig. 5a, b) with TRAP-Seq gene expression changes showed that altered metabolites participate in mitochondrial pathways, including the citric acid cycle and folate/1-carbon metabolism, or in purine and pyrimidine salvage pathways, which occur in the cytoplasm but are dependent on mitochondrial folate cycle cofactors (Supplementary Fig. 11e). Taken together, our results suggest that loss of α2-Na/K ATPase leads to alterations of mitochondrial metabolism, and elevation of levels of serine and glycine in the brain.

### Serine- and glycine-free diet reverses episodic transient motor paralysis in conditional α2-Na/K ATPase knockout mice

To determine the significance of elevation of serine and glycine levels in the pathogenesis of transient motor paralysis, we assessed the effect of lowering the levels of these amino acids on the motor phenotype in conditional α2-Na/K ATPase mice. Beginning at P17, we fed control mice one of four diets: control diet, serine-free diet, glycine-free diet, or serine- and glycine-free diet (Fig. 6a). Unlike the serine-free and glycine-free diets, the diet free of both serine and glycine substantially reduced the levels of serine and glycine in the cerebral cortex and liver in control mice (Fig. 6b). Conditional α2-Na/K ATPase mice fed the serine- and glycine-free diet likewise exhibited reduced levels of cortical and liver serine and glycine (Supplementary Fig. 12a, b). Conditional α2-Na/K ATPase knockout mice fed the control or serine- and glycine-free diet were both viable with no significant differences in their weight (Supplementary Fig. 12c, d). However, in analyses of motor behavior using the rotarod paradigm, the serine- and glycine-free diet dramatically improved the motor performance of conditional α2-Na/K ATPase mice (Fig. 6c, d). Strikingly, whereas conditional α2-Na/K ATPase knockout mice on control diet displayed episodic paralysis, these mice displayed no bouts of transient paralysis when fed the serine- and glycine-free diet (Fig. 6e). The remarkable salutary effect of the serine- and glycine-free diet in conditional α2-Na/K ATPase mice was evident >1 month after onset of the motor phenotype in the control diet cohort (Fig. 6e). When followed until their death, conditional α2-Na/K ATPase knockout mice on the serine- and glycine-free diet did not reach the levels of paralysis or rotarod impairment observed in littermate conditional α2-Na/K ATPase knockout mice on control diet (Supplementary Fig. 12e, f). Interestingly, although the serine- and glycine-free diet reversed the phenotype of transient motor paralysis in conditional α2-Na/K ATPase knockout mice, the survival of these mice was only modestly, albeit significantly, improved compared to conditional knockout mice on control diet (Fig. 6f). In control experiments, wild-type mice on either the control or serine- and glycine-free diet had no paralysis or impairment on rotarod, though the serine- and glycine-free diet led to some weight loss in control mice (Supplementary Fig. 12g–i). In other analyses, conditional α2-Na/K ATPase knockout mice fed the serine- and glycine-free diet that were switched to control diet at P40 displayed episodic transient paralysis, and impaired rotarod performance at P50 and P60 compared to conditional α2-Na/K ATPase knockout mice maintained on the serine- and glycine-free diet (Supplementary Fig. 13). We conclude that lowering serine and glycine levels in the brain selectively reverses the phenotype of transient motor paralysis in conditional α2-Na/K ATPase mice, establishing the critical role of serine and glycine elevation in the pathogenesis of transient motor paralysis in these mice.

**Fig. 6:**
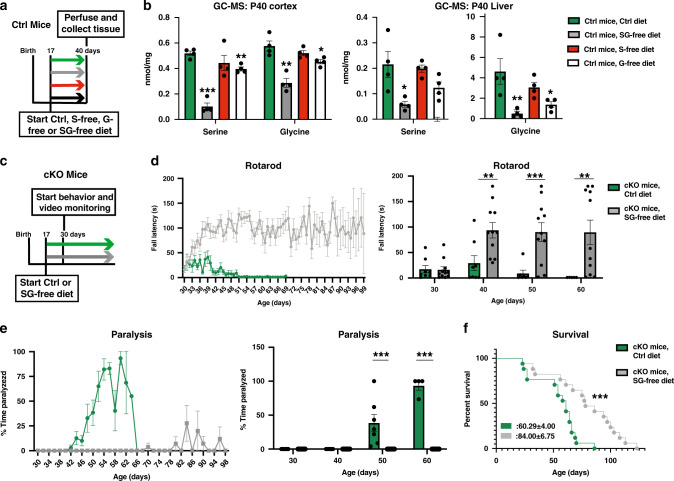
Serine- and glycine-free diet reverses motor paralysis and ataxia in conditional α2-Na/K ATPase knockout mice. **a**, **b** Sex-matched littermate f/f or f/+ control (Ctrl) mice were weaned at P17 onto one of the following diets: Ctrl, serine-free (S-free), glycine-free (G-free), or serine- and glycine-free (SG-free). The cerebral cortex and liver collected from P40 perfused Ctrl mice on Ctrl, S-free, G-free, and SG-free food were subjected to GC–MS for serine and glycine levels (**b**). The SG-free diet reduced the levels of serine and glycine substantially in the cerebral cortex and liver in Ctrl mice. Data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed *t* test, *n* = 4 mice per group). **c**–**e** Sex-matched littermate conditional α2-Na/K ATPase knockout (cKO) mice were weaned onto Ctrl or SG-free diet at P17 and weighed daily thereafter. Daily rotarod analyses and every other day monitoring for motor paralysis of mice was begun at P30. Left: mean latency to fall on constant velocity rotarod task for cKO mice on Ctrl or SG-free diet (**d**). Data are presented as mean ± s.e.m. (*n* = 11 mice per group starting at P17). Right: a subset of data from left side shown for clarity. Data are presented as mean ± s.e.m. **P < 0.01, ***P < 0.001 (two-way ANOVA followed by Fisher’s LSD post hoc test, *n* = 11 mice per group starting at P17—4 males, 7 females). Left: percentage of time paralyzed for sex-matched littermate conditional α2-Na/K ATPase knockout mice (cKO) on Ctrl or SG-free food (**e**). Data are presented as mean ± s.e.m. ***P < 0.001 (two-tailed *t* test, *n* = 11 mice per group starting at P17). Right: a subset of data from left side shown for clarity. The serine- and glycine-free diet reversed transient motor paralysis in conditional α2-Na/K ATPase knockout mice. Data are presented as mean ± s.e.m. ***P < 0.001 (two-way ANOVA followed by Fisher’s LSD post hoc test, *n* = 11 mice per group starting at P17—4 males, 7 females). **f** Survival was modestly, albeit significantly, extended in cKO mice on SG-free food compared to Ctrl food. ***P < 0.001 (log-rank (Mantel–Cox) test, *n* = 17 mice per group—6 males, 11 females, *P* = 0.0008).

## Discussion

In this study, we have discovered a metabolic mechanism by which loss of α2-Na/K ATPase in astrocytes triggers transient motor paralysis and sCSD in mice. We have found that mice in which α2-Na/K ATPase is conditionally deleted in astrocytes display the unexpected phenotype of episodic transient motor paralysis. In functional imaging studies, conditional knockout of α2-Na/K ATPase triggers sCSD events, a hallmark of migraine aura. The sCSD events in conditional α2-Na/K ATPase knockout mice are associated with LVA events upon EEG monitoring, which in turn correlate with transient episodes of motor impairments in these mice. In mechanistic studies, transcriptomic and metabolomic analyses reveal that astrocytic knockout of α2-Na/K ATPase induces alterations of metabolic gene expression in astrocytes with associated elevation of the amino acids serine and glycine in the brain. Strikingly, feeding mice a diet free of serine and glycine reverses the phenotype of transient motor paralysis, establishing a mechanistic link between elevation of serine and glycine and transient motor paralysis. Our study defines a link between the ion pump α2-Na/K ATPase and amino acid metabolism in astrocytes in the brain, whose deregulation triggers episodic transient motor paralysis in mice, with potential implications for understanding episodic neurological disorders in the human brain.

We unexpectedly discovered that mice in which α2-Na/K ATPase is conditionally deleted in astrocytes display episodic transient motor paralysis. Mutations of α2-Na/K ATPase cause familial hemiplegic migraine. Heterozygous knock-in mice bearing patient-specific mutations of α2-Na/K ATPase have provided insights into α2-Na/K ATPase function, bolstering the conclusion that mutations of α2-Na/K ATPase in familial hemiplegic migraine lead to loss of α2-Na/K ATPase function. However, although heterozygous knock-in mice with patient-specific mutations in α2-Na/K ATPase exhibit increased susceptibility to experimentally iCSD events, these mice do not display spontaneous episodic neurological disturbances^26,28–30^. The absence of episodic motor phenotypes in the α2-Na/K ATPase heterozygous knock-in mice may reflect the low frequency of neurological disturbances in the disorder or differences in the mouse and human brain. Notably, heterozygous conditional α2-Na/K ATPase knockout mice do not exhibit spontaneous motor impairment. The unexpected finding of spontaneous, episodic transient motor paralysis in conditional α2-Na/K ATPase knockout mice raises the question of whether these events might be relevant to the transient neurological disturbances in familial hemiplegic migraine. The correlation of transient motor impairment in conditional α2-Na/K ATPase mice with sCSD events, using the EEG surrogate of LVA suggests these events may be related to hemiplegic migraine aura. However, the high frequency of transient motor impairment, as well as the additional phenotypes of weight loss and premature death in conditional α2-Na/K ATPase mice leave open the possibility that transient motor paralysis in these mice represents a distinct pathophysiological process.

The identification of sCSD events in conditional α2-Na/K ATPase knockout mice may advance our understanding of the pathophysiology of migraine aura, which is associated with CSD events^39,40^. Further mechanistic studies in conditional α2-Na/K ATPase knockout mice should prove useful to address the fundamental question of how disruption of α2-Na/K ATPase activity in all astrocytes leads to localized deregulation of brain function in a CSD. The evaluation of total hemoglobin changes and neuronal calcium imaging during sCSD in this study have demonstrated the spatial heterogeneity of sCSD events, when compared to iCSD events. Further technological advances in the future should permit intrinsic optical signaling and wide-field GCAMP imaging in freely behaving mice, leading to characterization of how these specific spatial properties of CSD may correlate with motor phenotypes.

The link between loss of α2-Na/K ATPase function, and elevation of serine and glycine raises the question as to how α2-Na/K ATPase controls the levels of these amino acids. Our transcriptomics and metabolomics data suggest a role for gene expression alterations in enzymes that regulate serine and glycine metabolism, and deregulation of mitochondrial function. In vitro studies have implicated α2-Na/K ATPase in calcium signaling due to its association with the sodium–calcium exchanger, and deregulation of calcium leads to impairments in mitochondrial function^11,20,22,45,48^. Cellular stressors including mitochondrial dysfunction, oxidative stress, hypoxia and growth signals induce serine biosynthesis via changes in expression of genes, such as Shmt2 and Mthfd2 (refs. ^46,49,50^), which we have identified as deregulated in astrocytes upon conditional α2-Na/K ATPase knockout. 

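Shmt2 and Mthfd2 were also compared between the fractions, as the log2 fold change of cKO over Ctrl mice in IP minus that in Input. The difference was 0.26 for Shmt2 (standard error 0.20, adjusted p = 0.805) and 0.79 for Mthfd2 (standard error 0.31, adjusted p = 0.482), so that neither gene's change in IP was told apart from its change in Input. Equal changes are not shown by this, as the fit did not pair the IP and Input libraries of a mouse. It also held cKO Input replicate 1, which differed from replicates 2 and 3 (chi-square per degree of freedom 85.2 and 89.8, against 8.99 between them). Without that library 432 genes passed in this comparison, against 15 with it. With single libraries left out, the difference stayed between 0.12 and 0.34 for Shmt2 and between 0.54 and 1.00 for Mthfd2.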

Future studies will be required to identify the role of specific transcription factors that might couple loss of α2-Na/K ATPase function with elevation of serine and glycine levels in the brain.

An important aim of future work will be to delineate how elevated serine and glycine levels in the brain trigger motor impairment. Elevated cortical serine and glycine may increase susceptibility of the brain to CSD. Because D-serine is a synaptic NMDA receptor co-agonist, elevations in serine and related molecules might contribute to hyperexcitability of cortex via an increase of glutamatergic neurotransmission^51^. Consistent with this possibility, excessive glutamatergic signaling has been reported in knock-in mice bearing patient-specific mutations of α2-Na/K ATPase^26,28,29^.

The identification of elevated serine and glycine as a critical metabolic mechanism specifically in the pathogenesis of transient motor impairment rather than weight loss or premature death of conditional α2-Na/K ATPase mice suggests that episodic transient motor paralysis and phenotypes of weight loss and premature death upon depletion of astrocytic α2-Na/K ATPase may have distinct pathophysiological underpinnings. These observations also suggest a potential avenue for the investigation of amino acid metabolism in patients with familial hemiplegic migraine caused by α2-Na/K ATPase mutations, which may help to answer the question of whether the motor phenotype in conditional α2-Na/K ATPase mice is relevant to familial hemiplegic migraine, and hence advance our understanding of the disorder.

## Methods

### Animals

All animal experiments were done according to protocols approved by the Animal Studies Committee of Washington University School of Medicine and in accordance with the National Institutes of Health guidelines. Mice were purchased and maintained under pathogen-free conditions. Mice were kept on a 12 h on, 12 h off light cycle with room temperature 20–26 °C and humidity 30–70%. *mGFAP-Cre* mice were obtained from The Jackson Laboratory (JAX Stock No. 024098)^52^. mGFAP-Cre mice were mated with Ai3 YFP reporter mice (from The Jackson Laboratory, JAX Stock No. 007903)^53^ to generate mGFAP-Cre EYFP mice. mGFAP-Cre;*α2-Na/K ATPase* ^*loxP/+*^ mice were mated with *α2-Na/K ATPase* ^*loxP/loxP*^ mice^54^ to generate conditional α2-Na/K ATPase knockout mice (cKO: mGFAP-Cre;*α2-Na/K ATPase* ^*loxP/loxP*^), conditional α2-Na/K ATPase heterozygous mice (cHet: mGFAP-Cre;*α2-Na/K ATPase* ^*loxP/+*^) and control mice (Ctrl: *α2-Na/K ATPase* ^*loxP/loxP*^ or *α2-Na/K ATPase* ^*loxP/+*^). Once paralysis in conditional α2-Na/K ATPase knockout mice was frequent, we placed water gel and food on the cage bottom. Mice were monitored by weight and were culled if they reached their humane end point: 70% of maximum weight (survival = time to humane end point or death, whichever comes first). For wide-field calcium imaging in neurons, we generated conditional α2-Na/K ATPase knockout mice with GCaMP6f expression under the *Thy1* driver (mGFAP-Cre;*α2-Na/K ATPase* ^*loxP/loxP*^*;Thy1-GCaMP6f)* and controls (*α2-Na/K ATPase* ^*loxP/loxP*^ or *α2-Na/K ATPase* ^*loxP/+*^*;Thy1-GCaMP6f*). *Thy1-GCaMP6f* mice were obtained from The Jackson Laboratory (JAX Stock No. 024276)^55^. For TRAP-Seq experiments, we generated conditional α2-Na/K ATPase knockout mice with *mGFAP-Cre*-driven expression of EGFP fused to ribosomal protein unit L10A (JAX Stock No. 024750)^56^. All strains were backcrossed to and maintained on the C57BL/6J (black 6, JAX Stock No. 000664) strain of mice.

### Antibodies

Antibodies to α2-Na/K ATPase (Immunoblot, 1:20,000, Millipore, AB9094), α1-Na/K ATPase (Immunoblot, 1:5000, Thermo Fisher, MA3-928), α3-Na/K ATPase (Immunoblot, 1:5000, Thermo Fisher, MA3-915), actin (Immunoblot, 1:500, Santa Cruz, SC8432), GFP (Immunofluorescence, 1:500, Abcam, AB13970), NeuN (Immunofluorescence, 1:500, Abcam, AB177487), GFAP (Immunofluorescence, 1:500, Millipore, MAB3402), S100β (Immunofluorescence, 1:500, Abcam, AB41548), Iba1 (Immunofluorescence, 1:500, Wako, 019-19741), cleaved caspase-3 (Immunofluorescence, 1:500, Cell Signaling D175), and Alexa Fluor-conjugated secondary antibodies (Immunofluorescence, 1:500, Invitrogen, A11039, A11004, A11001, and A10042) were purchased.

### Immunoblotting analyses

Immunoblotting analyses were performed using standard techniques as previously described^57^. In brief, the cerebral cortex or gastrocnemius muscle from sex-matched littermate mice was homogenized in 50 mM Tris buffer (pH 7.4), 100 mM NaCl, 1 mM EDTA, and a cocktail of protease inhibitors and DTT. Equal concentrations were solubilized in SDS-loading buffer using a sonicator to prevent oligomerization of Na/K ATPase protein. Lysates were then subject to immunoblotting with antibodies to α1, α2, or α3-Na/K ATPase with actin as a loading control.

Immunoblot quantification was performed in FIJI using standard techniques. Mean gray value in an ROI of standardized area was calculated for each band, which was normalized to the value from a surrounding background area. Then, the mean intensity for the band of interest was divided by mean intensity for the loading control band for each sample.

### Immunofluorescence and hematoxylin and eosin staining

For immunofluorescence studies, conditional α2-Na/K ATPase knockout and sex-matched littermate f/f or f/+ control mice were anesthetized, and perfused with heparinized PBS followed by 4% PFA. The brain was extracted, postfixed, sucrose embedded, cryoprotected in 70% OCT in 30% sucrose, frozen, and sectioned into 30 µM sections on a cryostat. Sections were blocked in blocking buffer (3% bovine serum albumin, 10% normal goat serum, and 0.4% Triton-X in 1× PBS), stained overnight with antibodies against GFP, NeuN, GFAP, S100*β*, Iba1, and cleaved caspase-3 followed by incubation in appropriate Alexa Fluor-conjugated secondary antibodies, and imaged on a Nikon A1Rsi scanning confocal microscope. Cell nuclei were labeled with the DNA dye Hoechst 33258. For positive control for cleaved caspase-3 staining, cerebral cortices from mouse pups (P7–P21) injected subcutaneously with 2.5 mL/kg 20% ethanol 26 and 24 h prior to perfusion were used as a positive control for apoptosis. For H/E staining, the brain was extracted and fixed overnight in 4% PFA, then fixed brains were paraffin embedded, sectioned, and stained with H/E via standard methods.

### RNA-Seq and RT-qPCR

These experiments were performed as described^58^ with modifications. In brief, RNA was extracted from flash-frozen cerebral cortex of sex-matched littermate mice using Trizol (Thermo Fisher) followed by RNeasy Mini Kit (Qiagen) according to the manufacturers’ instructions. Each sample of RNA was made from the cortex of one mouse. For sequencing, 5–10 µg of RNA was reverse-transcribed with oligo-dT priming, and the cDNA was sequenced on an Illumina HiSeq 2000 (Genome Technology Access Center, GTAC, and McDonnell Genome Institute, MGI, at Washington University). Read mapping was performed in Galaxy with RNA STAR using the MM10 reference genome, and gene differential expression was estimated with EdgeR in R. The Benjamini–Hochberg false discovery rate was calculated for all genes; fold change and *Z*-scores were calculated based on counts per million (CPM). GO was performed using PANTHER^59^, Biological Process (Slim) unless otherwise specified. For qRT-PCR, real-time PCR reactions were performed using Light cycler 480 SYBR Green 1 Master (Roche). The following mouse gene primers were used: α2-Na/K ATPase forward: TTCGTAGCATCGTGGTTGT, α2-Na/K ATPase reverse: CACCACGTGACCTTGAGTGG, Gapdh forward: TGCTGGTGCTGAGTATGTCG, Gapdh reverse: GCATGTCAGATCCACAACGG, Gfap forward: AACCGCATCACCATTCCTGT, Gfap reverse: TCCTTAATGACCTCGCCATCC, Vimentin forward: AGACCAGAGATGGACAGGTGA, Vimentin reverse: TTGCGCTCCTGAAAAACTGC, Osmr forward: GTGAAGGACCCAAAGCATGT, Osmr reverse: GCCTAATACCTGGTGCGTGT, Srgn forward: GCAAGGTTATCCTGCTCGGA, Srgn reverse: TGGGAGGGCCGATGTTATTG, Serping1 forward: ACAGCCCCCTCTGAATTCTT, Serping1 reverse: GGATGCTCTCCAAGTTGCTC, Ggta forward: GTGAACAGCATGAGGGGTTT, Ggta reverse: GTTTTGTTGCCTCTGGGTGT, Cd109 forward: CACAGTCGGGAGCCCTAAAG, Cd109 reverse: GCAGCGATTTCGATGTCCAC, Emp1 forward: GAGACACTGGCCAGAAAAGC, Emp1 reverse: TAAAAGGCAAGGGAATGCAC, Clcf1 forward: CTTCAATCCTCCTCGACTGG, Clcf1 reverse: TACGTCGGAGTTCAGCTGTG^43^.

All primers performed well with standard curves and efficiency/correlation values for each pair shown in Supplementary Fig. 14. Standard curves were generated and PCR efficiency/correlation coefficient for each qRT-PCR primer pair as follows. A five-point twofold dilution series of cDNA was used to construct the assay, with Ct values being calculated from the average of two technical replicates. Ct values were plotted against the concentration of cDNA on a log scale, and a line was fit to this graph (Microsoft Excel). The slope of the line was used to calculate PCR efficiency (efficiency = 10^(−1/slope)^ − 1) and the correlation coefficient was measured from the degree of fit.

### Behavioral analyses

For quantification of motor function, mice were subjected to an accelerating or constant velocity rotarod test. For accelerating rotarod, mice were placed on a rod which accelerated from 3 to 20 r.p.m. over 180 s. For constant velocity rotarod, mice were placed on a rod which maintained 3 r.p.m. for 180 s. In both cases, mice were trained on day 1, prior to testing, by testing them on a stationary rod, and then at a constant 3 r.p.m. Mice passed training after staying on the stationary and then the 3 r.p.m. rod for a total of 60 s over three trials. Mice were tested by measuring their latency to fall for three trials, with an intertrial interval of ~10 min, and then averaging the three trials. For paralysis quantification, mice underwent video monitoring for 4 continuous hours for the specified timepoints until experimental end point or humane end point, whichever came first. Behavior was then scored, noting exact times when paralysis began or ended (paralysis is defined as lying on side or stomach and unable to right self within 60 s).

### TUNEL staining

For tissue staining, cortices were fresh frozen in embedding solution (70% tissue OCT + 30% sucrose) and cut into 15 µm sagittal sections. Sections were fixed by 4% paraformaldehyde for 20 min at room temperature, permeabilized by 0.1 M citrate buffer (pH 6.0) at 80 °C, treated with DNase working solution (10 µL 1000 U recombinant DNase + 900 µL DNase Tris buffer) for the positive control slice and tunnel labeling with 45 µL label solution together, with 5 µL enzyme solution for 1 h at room temperature in the dark. Sections were counterstained with Hoechst and mounted with Fluoromount before being visualized (In Situ Cell Death Detection Kit, Fluorescein, Sigma-Aldrich).

### Intrinsic optical signal imaging, wide-field calcium imaging, and EEG recording

Mice were put under general isofluorane anesthesia, while an anterior–posterior incision on the dorsal cortical surface was made to clear away the scalp and periosteal membranes. Animals undergoing craniotomy had a 1 mm diameter circle removed from the right posterior skull and were imaged immediately thereafter. Animals prepared for longitudinal imaging were implanted with stainless steel EEG bone screws and transparent cortical plexiglass windows as described^41^. Specifically, a unilateral right sided EEG screw was implanted −1 mm posterior and 5 mm lateral to bregma with a reference EEG screw in the cerebellum. The plexiglass window was fixed to the intact skull with translucent dental cement (C&B-Metabond, Parkell Inc, Edgewood, NY, USA), covering the cortical surface spanning from the olfactory bulbs to the superior colliculus. Mice were allowed 1 week to recover after surgery. EEG screws were attached to an amplifier and signal was collected at 10,000 Hz (Power Lab EEG Amplifier, AD Instruments, New Zealand) concurrent with iOS/fluorescence imaging. The mean EEG trace was subtracted from the signal and the result was plotted with the accompanying iOS/fluorescence data.

For iOS/fluorescence image acquisition, mice were suspended in a felt pouch or stereotaxic frame with the head fixed under the imaging apparatus. Sequential illumination of the cortex was provided by 454, 523, 595, and 640 nm LEDs (523, 595, and 640 nm used for iOS imaging; 454 nm used for GCaMP6f excitation); 523, 595, and 640 nm reflectance, as well as GCaMP6f fluorescence was recorded with a high-powered, cooled, frame-transfer EMCCD camera (Andor) through an 85 mm f/1.4 camera lens at 16.81 Hz per LED channel. A 515 nm longpass filter was used to filter out GCaMP6f excitation light.

As described elsewhere^60^, with modifications briefly summarized here, the iOS/GCaMP6f data was binned to 128 × 128 pixels at 78 μm^2^ per pixel (see “Code availability” statement below for github link to the code described here). Data were detrended and the mean trace for each channel was subtracted from the time series data to remove ambient light levels that may be present. Data were resampled to 1 Hz and a binary brain mask representing brain regions is applied, and a spatial and temporal detrending algorithm is used to correct for variance in light levels across pixels or time. The binary mask and data were then affine transformed to common atlas space. Data were mean normalized and the 523, 595, and 640 nm channels are translated into oxygenated and deoxygenated hemoglobin using the modified Beer–Lambert law. GCaMP6f fluorescence was corrected for hemodynamic fluctuations using a ratiometric approach using the 523 nm reflectance data. All data were smoothed with a 5 × 5 pixel Gaussian filter, and the global signal was determined as the average signal from all pixels and regressed from the data to control for global sources of variance.

For iCSD monitoring, mice were maintained under inhaled isoflurane anesthesia for the duration of imaging. Experimenters were blinded to the genotype of the mice. Mice underwent 10 min of baseline imaging, followed by three trials in succession of a dural pinprick followed by 20 min of imaging. Trials in which a CSD did not immediately follow the dural pinprick were discarded from further analysis. For sCSD monitoring, mice underwent surgery at least 7 days prior to the first imaging session. Mice were imaged for 90 min during each of the following age intervals: P27–P30, P31–P34, P35–P38, P39–P42, P43–P46, P47–P50, P51–P54, P55–P58, and P59–P62.

To calculate speed for CSDs, we did the following. For iCSD, since predominate direction of spread was in the posterior to anterior direction, signal was converted to a position-time plot by averaging the signal in the affected hemisphere for each *y* pixel location and plotting that over time. A linear regression was then used to fit a line to the peak of the signal. These lines are shown in Supplementary Figs. 5 and 6 for every data point included in the analysis. The slope of these lines was used to estimate CSD speed by converting it from pixels per seconds to mm/min using our measured 11 pixels/mm. To calculate EEG speed, we calculated the lag in minutes between the two waveforms using a cross correlation and divided the distance between electrodes in mm by that time. For sCSD events, since the CSDs could arise from anywhere and spread any direction, we first viewed videos and qualitatively determined the hemisphere of the CSD and whether it spread in the *x*-axis, *y*-axis, or both. We then created position-time plots for the axis or axes of spread in the appropriate hemisphere, and calculated speed as outlined for iCSD events. The axis and hemisphere of spread are presented in a table in Supplementary Fig. 8, as are all regression lines and speeds.

### Continuous EEG and video recording

Conditional α2-Na/K ATPase knockout male and female mice were obtained for EEG analysis (*n* = 7; 2 male, 5 female α2-Na/K ATPase conditional knockout mice; *n* = 6; 3 male/3 female control). The control EEG appeared normal after the first week of monitoring. Mice received surgery for placement of EEG electrodes at P21. Custom wire EEG electrode sets were constructed using five Teflon-coated stainless steel wires (76 µm bare diameter) soldered to an electronic pin header and a micro screw. The soldered contacts were covered with dental cement and the electrode set sterilized for implantation. Mice were placed under 3–4% isoflurane on a stereotaxic frame with a heating pad set to 36.5 °C until pedal withdraw reflex ceased. The skin was prepared with betadine and alcohol wipes with isoflurane maintained at 1–1.5% for the remainder of the procedure. After a midline vertical incision to expose the skull, forceps, and 3% hydrogen peroxide were used to remove any connective tissue and dry the skull for electrode placement. Burr holes for the frontal reference electrodes were made (anterior +0.5 mm, lateral ±0.5 mm; bregma), using a micro drill with a 0.9 mm tip and screws were secured in the skull. Two bilateral active recording electrodes were placed over the parietal cortex (posterior −2.5 mm, lateral ±1.5; bregma) and a ground screw secured over the cerebellum (posterior −6.2 mm, lateral ±0.5; bregma), using the same technique as the reference electrode. The exposed skull, screws, and all wires were covered in a layer of dental cement (SNAP, Parkell) with the pin header secured to the head for subsequent recording. The skin was sutured around the exposed dental cement/pin header and tissue glue (Vetbond, 3 M) used to close the remainder of the incision. Mice received Buprenorphine (0.1 mg/kg) and recovered in a warmed chamber for 2 h then placed in individual recording cages.

Groups of four mice in individual caging recovered from surgery for 48 h prior to connection with a custom flexible cable attached to the exposed pin header for recording. Due to their small size, EEG tethering significantly limits mobility of α2-Na/K ATPase conditional knockout mice at 3 weeks of age. Thus, 3-week-old mice were monitored for an initial 48 h recording period then untethered for the remainder of the week. Starting at 4 weeks of age, the mice were tethered for continuous (24/7) video-EEG monitoring for the remainder of the experiment. Bilateral cortical EEG signals were acquired using a referential montage using Stellate acquisition software and amplifiers. Signals were amplified at 10,000× with high-pass (0.5 Hz) and low-pass (100 Hz) filters applied. EEG signals were digitized at 250 Hz and time-locked video-EEG collected continuously for 3–4 weeks.

Continuous 24-h video-EEG of mice was manually screened for seizures and EEG abnormalities. Conditional α2-Na/K ATPase knockout mice displayed LVA on EEG, which consisted of abrupt voltage suppression of the normal EEG background usually containing ~3 Hz breathing artifact followed by burst suppression activity gradually returning to normal. Quantitatively, LVA events were defined by EEG background with a >75% reduction in total power within 15 s, lasting <10 min in duration. Defined periods of abnormal EEG were annotated and time-locked video observed to determine a correlation between behavior and EEG events. Behavior was scored in a blinded fashion; during an LVA event, the behavior of all mice in that cohort was scored without knowing which mouse had the EEG abnormality. Behavior in the following categories was noted: sleeping, eating, normal ambulation, abnormal ambulation (ataxic gait), abnormal stationary posture (rearing behavior), and paralysis (lying on stomach or side and unable to right self). Once all behaviors were recorded for each EEG abnormality, the reviewer used a random number generator to select one control mouse from the mice not exhibiting an EEG abnormality and was unblinded to quantify the behavior of mice exhibiting EEG abnormalities.

### TRAP-Seq analyses

TRAP was performed on the cortex from three replicates of control and conditional knockout mice at age P24 modified from protocols as described^61^. Briefly, the bilateral cortices from each mouse was dissected out and, separately for each mouse, homogenized in 2 mL homogenization buffer (20 mM Hepes-KOH, 150 mM Kcl, and 10 mM Mgcl2) with RNase inhibitor, and 10% NP40 and 300 mM DHPC (Avanti Polar Lipids) was added to the supernatant. After spinning down, 10% of the supernatant was used as for the input fraction with the rest being subjected to immunoprecipitation (IP). GFP-ribosome positive ribosomes were pulled down by incubation with affinity antibody matrix (19C8 and 19F7, Memorial Sloan-Kettering Monoclonal antibody facility) at 4 °C overnight. RNA was collected by Qiagen miRNA kit. RNA quality and concentration were assessed using high sensitivity RNA ChiP on the Agilent BioAnalyzer. Intact RNA (RIN > 8, ~100 ng per sample) was used for the library using NEBNext UltraRNA library preparation kit (E7530) as described^62,63^. RNA was purified by oligdT beads and cDNA was synthesized by reverse transcriptase. After DNA fragmentation, end repair, adaptor ligation and PCR amplification, and libraries were used for Illumina deep sequencing. Sequencing of the RNA was performed as described above. Sequencing was performed on 12 samples: input from each cortical samples of three control mice, IP from cortical samples of three control mice, input from cortical samples of three conditional knockout mice and IP from cortical samples of three conditional knockout mice.

### Targeted metabolomics (liquid chromatography–mass spectrometry)

Metabolites from powderized flash-frozen brain tissue were extracted in ice-cold 80% methanol. Subsequently, extract from the equivalent of 1 mg tissue was dried down in a room temperature speed-vac for metabolomics analysis. Metabolites were resolved using reverse phase ion-paired chromatography on an Agilent 1290 Infinity II Series LC and detected by MRM in negative ion mode on an Agilent 6470 series triple quadrupole mass spectrometer. The liquid chromatography–tandem mass spectrometry (LC–MS/MS) targeted MRM method used for metabolomics analysis was developed and implemented by Agilent Technologies.

### High-performance liquid chromatography

Flash-frozen brain tissue was dissociated in 50 µL perchloric acid per mg of tissue (wet) and flash frozen. Derivatization, detection, and quantification of D-serine and L-serine were then performed as described^64^. Briefly, 2.5 µL of sample were derivatized in 2.5 µL of aqueous phase with an excess (5 µL) of OPA/MAC mix (0.02 g o-Phthaldialdehyde in 1 mL methanol + 0.01g *N*-acetyl-L-cysteine + 9 mL OPA diluent) for 2 min, followed by treatment with 2 µL of 1 M acetic acid. Chiral separation of amino acids in the derivatized samples was achieved via HPLC on a modular Shimadzu system (C10 Accucore column, 150 × 2.1 mm, 2.6 µm pores) at 40 °C, at a flow rate 0.2 mL/min using a non-isocratic method (0–6 min 3% organic, 6–10 min 20% organic, 10–14 min 80% organic). Injection volume was 1 µL. The organic phase consisted of 100% methanol and the aqueous phase of 50 mM phosphate buffer (pH = 4.34). For quantification, standards of D-serine and L-serine were prepared in aqueous mobile phase and treated similarly to the samples. The area under the D-serine and L-serine peaks was resolved using LabSolution software to obtain D- and L-serine concentration in the samples relative to their respective standards.

### Gas chromatography–mass spectrometry

Mice were perfused with 25 mL cold heparinized PBS and tissues flash frozen. Metabolites were extracted from tissue homogenized in 10 µL/mg wet weight of 65% EtOH by sonicating for 30 s at 50% amplitude, spun 10 min at 6000 × *g*. Supernatants were pooled, labeled standards were added, and then the solution was lyophilized using a speed-vac. Derivatization was carried out by adding 75 ul MSTFA *(N*-methyl-*N* trimethylsilyltrifluoroacetamide)/CH_3_CN(1:3) and heating for 30 min at 70 °C.

Derivatized samples were analyzed on an Agilent 7890A gas chromatograph interfaced to an Agilent 5975C mass spectrometer. The GC column used for the study was a HP-5MS (30 m, 0.25 mm i.d., 0.25 µm film coating P.J. Cobert St. Louis, MO). A linear temperature gradient was used. The initial temperature of 80° was held for 2 min and increased to 300 at 10°/min. The temperature was held at 300 °C for 6 min. The samples were run by electron ionization and the source temperature, electron energy and emission current were 250 °C, 70 eV, and 300 µA, respectively. The injector and transfer line temperatures were 250 °C.

Glycine quantitation was carried out by monitoring the ions at *m*/*z* 276 for glycine and 278 for glycine-d2. Serine quantitation was carried out by monitoring the ions at *m*/*z* 306 for serine and 309 for serine-d3.

### Transmission electron microscopy

P24 mice were pericardially perfused for 2 min with 37C Ringer’s solution followed by 5 min with 37C TEM fixative (0.15 M cacodylatte buffer Ted Pella pH 7.4 containing 2.5% glutaraldehyde-EMS and 2% paraformaldehyde-EMS with 2 mM calcium chloride), then tissue fixed at least overnight in 4 °C TEM fixative. Sections were made with a Leica EM UC7 Ultramicrotome. Images were taken from L2/3 of motor cortex using a JEOL JEM-1400 120 kV TEM. Astrocytes were recognized morphologically focusing on perivascular astrocytes for ease of morphological identification. Abnormal vs. normal astrocytic mitochondria were judged by an experienced, blinded observer (see Supplementary Fig. 11a for examples) using the criteria as follows. Astrocytes were identified at low magnification (3000×) based on their classic EM morphology (nucleus and cytoplasm), and presence of bundles of cytoplasmic cytoskeletal intermediate filaments. They were then observed at higher magnification (8000×). Both cross sectioned and longitudinally sectioned mitochondria were studied. Identification of abnormal mitochondria were based on the following criteria—overall morphology, intactness of the mitochondrial double layer membrane, distortions or abnormal swellings of mitochondria cristae, localized changes in mitochondrial matrix, such as vacuolization, compaction of membranes and extreme density. Mitochondrial morphology in the neighboring neuropil (blood vessels, dendrites, axons, axonal terminals, etc.) was compared as reference.

### Serine- and glycine-free diet

Modified diets were purchased from LabDiet. Four modified diets were used: Ctrl (5BQS) and serine- and glycine-free diet (5BQT) as previously described^65^, and serine-free (5WNT) and glycine-free (5WNU). The serine- and glycine-free and Ctrl diets are the same except that all serine and glycine is replaced by other amino acids in the same ratios such that the total protein percentage is comparable. Serine-free and glycine-free are the same as serine- and glycine-free, except that serine-free has glycine added back in and glycine-free has serine added back in, again, with same percentage total protein. Animals were weaned directly onto the modified diets at 17 days of age and stayed on the modified diet for their entire life. All animals were given free access to water. A subset of animals was weighed daily starting at 17 days of age, and/or began behavioral testing at 30 days of age, including daily constant velocity rotarod testing and every other day paralysis monitoring. These experiments continued for the lifespan of the mice. All experiments, including weights, paralysis monitoring, and rotarod, were conducted with the experimenter blinded to the diet and the genotype of the mice. For studies on the effect of the reversal of the diet, mice were treated as above with one exception: one cohort of mice was switched from the serine- and glycine-free diet to the control diet at P40.

### Statistical analysis

Statistical analyses were done using GraphPad Prism software. Bar graphs are presented as the mean ± s.e.m. For experiments in which only two groups were analyzed, the two-tailed unpaired *t* test was used. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those generally employed in the field. Data distribution was assumed to be normal, but this was not formally tested. Details on statistical results including exact *P* values are provided in the Supplementary statistics data file (Supplementary Data 2) or in the figure legend if space allows.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All sequencing data is deposited into GEO with accession code GSE145012. Differentially expressed genes and metabolomics source data are provided in Supplementary Data 1. Statistical details for all statistical tests including exact *P* values included in Supplementary Data 2. All data supporting our findings can be found within the article and its Supplementary Information.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Astrocyte deletion of α2-Na/K ATPase triggers episodic motor paralysis in mice via a metabolic pathway
**Source:** Nat Commun. 2020 Dec 2;11:6164. doi: 10.1038/s41467-020-19915-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Movie 1

Representative example of transient paralysis. P50 conditional male  $\alpha 2$ -Na/K ATPase knockout mouse during the middle of an episode of transient paralysis.

### Supplementary Movie 2

Transient paralysis recovery. P50 female conditional  $\alpha 2$ -Na/K ATPase knockout mouse at the very end of an episode of transient paralysis. The mouse previously had a phenotype similar to the mouse in Supplementary Movie 1. The mouse now is recovering from the episode, regaining more normal motor function and transitioning to ambulation.

### Supplementary Movie 3

Normal Ambulation - Male. P50 conditional male  $\alpha 2$ -Na/K ATPase knockout mouse between episodes of transient paralysis, exhibiting normal ambulation.

### Supplementary Movie 4

Normal Ambulation - Female. P50 conditional female  $\alpha 2$ -Na/K ATPase knockout mouse between episodes of transient paralysis, exhibiting normal ambulation.

### Supplementary Movie 5

Spontaneous cortical spreading depression 1. Movie is 10x real time speed. Right: EEG from right hemisphere. Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu\text{M})$  hemoglobin.

### Supplementary Movie 6

Spontaneous cortical spreading depression 2. Movie is 10x real time speed. Right: EEG from right hemisphere. Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu\text{M})$  hemoglobin.

#### Supplementary Movie 7

Spontaneous cortical spreading depression 3. Movie is 10x real time speed. Right: Neuronal calcium signal (from Thy1- GCaMP6f), scale bar units are  $\Delta F/F$ . Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu M)$  hemoglobin.

#### Supplementary Movie 8

Spontaneous cortical spreading depression 4. Movie is 10x real time speed. Right: Neuronal calcium signal (from Thy1- GCaMP6f), scale bar units are  $\Delta F/F$ . Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu M)$  hemoglobin.

#### Supplementary Movie 9

Spontaneous cortical spreading depression 5. Movie is 10x real time speed. Right: EEG from right hemisphere. Middle: Neuronal calcium signal (from Thy1-GCaMP6f), scale bar units are  $\Delta F/F$ . Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu M)$  hemoglobin.

#### Supplementary Movie 10

Spontaneous cortical spreading depression 6. Movie is 10x real time speed. Right: EEG from right hemisphere. Middle: Neuronal calcium signal (from Thy1-GCaMP6f), scale bar units are  $\Delta F/F$ . Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu M)$  hemoglobin.

#### Supplementary Movie 11

Spontaneous cortical spreading depression 7. Movie is 10x real time speed. Right: EEG from right hemisphere. Middle: Neuronal calcium signal (from Thy1-GCaMP6f), scale bar units are  $\Delta F/F$ . Left: Total Hemoglobin (Tot. Hgb), scale bar units are  $\Delta(\mu M)$  hemoglobin.

#### Supplementary Data 1

Differential gene expression for RNA-sequencing experiments and metabolomics source data. Differential RNA gene expression in P24 Bulk RNA-Seq (Sheet 1), P17 Bulk RNA-Seq (Sheet 2) and P24 TRAP-Seq (Sheet 3). 

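The sheets give the paper's own calls, and the comparisons made here from the raw counts can be set beside them. Of the 598 genes the paper lists for P24 bulk RNA-Seq, 577 were among the genes tested here and 367 were deregulated. Of the 53 genes it lists for P17, 47 were tested and 18 were deregulated. The TRAP-Seq sheet can be read for 1996 genes before it breaks off, of which 1986 were tested and all 1986 were deregulated. The readable part holds Shmt2 (adjusted p = 0.00738 from edgeR here) but not Hk2 or Phgdh (0.0172 and 0.0182). It may thus hold mainly the strongest calls, so that its full overlap cannot be set beside those of the bulk lists. For genes on both sides the log2 fold changes computed here differed from those of the matching sheet by a median of 0.00254 at P24, 0.000724 at P17 and 0.000805 in TRAP-Seq, while with the bulk sheets exchanged the median differences were 0.304 and 0.413.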

For each experiment, for the significantly ( $FDR < 0.05$ ) differentially expressed genes, the gene ID, log<sub>2</sub> fold change in expression, log<sub>2</sub> mean counts per million, p value, false discovery rate (FDR, adjusted p value) and the gene name is shown. 

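The columns hold results of edgeR rather than counts: the log2 fold change compares cKO with Ctrl libraries, the log2 mean CPM is the abundance over all libraries of a comparison, and the FDR is the p value adjusted for the number of genes tested. That number can be worked out from the p value, its rank and the FDR of the listed genes, and came to 25682 genes at P24, 26905 at P17 and 23768 in TRAP-Seq for the paper's own tests.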

For P23 TRAP-Seq genes, significantly altered mitochondrial genes are also highlighted. Genes are sorted by up- and down-regulated genes in the cKO samples. Metabolomics source data is provided (Sheet 4).

## Supplementary Data 2

Statistical Details.

How the deposited data were processed for this re-analysis (not part of the article)

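RNA was sequenced from the cerebral cortex of cKO and Ctrl mice in 3 experiments: bulk RNA-Seq at P24 (4 cKO and 4 Ctrl mice), bulk RNA-Seq at P17 (4 cKO and 4 Ctrl mice) and TRAP-Seq at P24 (3 cKO and 3 Ctrl mice, with an Input and an IP library per mouse). Each library came from 1 mouse. The authors mapped the reads to the MM10 genome with RNA STAR in Galaxy and deposited raw counts of reads per Ensembl gene, in a table per experiment, without normalization. The counting tool, its strand setting, the annotation and any filter on genes are not named in the paper's text.

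Samples were grouped by the genotype, age and fraction in the column names, as the paper describes them. The 2 bulk tables carry the age in their name only; the assignment was checked by setting the log2 fold changes computed from each table beside the paper's P24 and P17 lists, where the matching list differed by a median of 0.00254 and 0.000724 and the exchanged lists by 0.304 and 0.413. Each table has 53342 gene identifiers. Of these, 53237 were found in the GENCODE release 21 annotation of GRCm38, which gave symbols, positions and exonic lengths, and 105 were not. A single identifier of the P24 table is cut short, so the fits of both ages together used the identifiers that the 2 bulk tables share.

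The groups were compared in R 4.3.3 with edgeR 4.0.16. Counts were scaled with TMM factors, genes were kept with filterByExpr (a minimum count of 10, a minimum total of 15 and a proportion of 70%), and the quasi-likelihood test (glmQLFit and glmQLFTest) was applied, two-sided, with Benjamini–Hochberg adjustment over the genes tested and an adjusted p under 0.05 as the threshold. Same-numbered cKO and Ctrl libraries were not treated as pairs in the main settings, and the replicate number as a block was an alternative. The comparisons were cKO against Ctrl in P24 bulk, P17 bulk, TRAP-Seq IP and TRAP-Seq Input libraries, IP against Input in Ctrl mice, and 2 interactions, of age and genotype in the bulk libraries and of fraction and genotype in the TRAP-Seq libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. For single genes, CPM values scaled by TMM were compared with the exact two-sided permutation test on the difference of means, whose smallest p is 0.0286 with 4 mice against 4 and 0.1 with 3 against 3.

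Total counts on genes lay between 8855488 and 14575306 per bulk library and between 18433087 and 27242445 per TRAP-Seq library. The smallest share a library can show was taken as 3 counts, which came to between 0.206 and 0.339 CPM in bulk and between 0.110 and 0.163 CPM in TRAP-Seq libraries. Shares carry 95% Wilson intervals. These intervals and floors cover counting error only. Over 36 pairs of replicate libraries, the differences between replicates exceeded the counting error, with a chi-square per degree of freedom between 2.79 and 89.8.

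The alternatives were edgeR's likelihood ratio test, edgeR's exact test, the Wald test of DESeq2 1.42.0 with its own size factors, the RLE factors in edgeR, library size alone, no filter beyond 1 count, at least 10 counts in every library, the replicate block, all bulk or all TRAP-Seq libraries in one fit, and leaving out each library in turn. The exact test and the single fit do not apply to the interactions.

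PANTHER was not used here. Pathways were the 1444 mouse Reactome sets of fgsea 1.28.0, of which those with between 10 and 2000 tested genes were compared with the upregulated genes by one-sided Fisher's exact tests; the reported pathways were Metabolism and Metabolism of amino acids and derivatives. The background was the tested genes in any Reactome pathway, and alternatives were a background of all tested genes with an Entrez identifier, the calls of the exact test or of the replicate block, and the camera test of limma 3.58.1. A further alternative, genes called in either direction, was chosen after the values were seen. The astrocytosis list has the 9 genes the paper measured by RT-qPCR, and the enzyme list the 34 enzymes of Fig. 5e and Fig. 5f. MitoCarta was not used here; the mitochondrial list is the one highlighted in Supplementary Data 1.

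Apart from genes that are not reported here, the genes named in the text were every gene the paper names for these experiments, the genes of the hypothesis lists, and in each comparison of 2 groups the 5 with the largest log2 fold change in each direction, among those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Sardh, Idh2, Gpt and Pnp were taken from the paper's P17 list by its descriptions of the enzymes, and which lists were reported for which comparison was settled after values were seen. Other genes are named in the closing section as chosen after their values were seen.

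The pipeline was tested on simulated data drawn from the gene means and dispersions of the real counts, in which 200 genes were changed by 1.5 on the log2 scale. The changed genes were drawn only from genes above a minimum of mean CPM. Recovery therefore does not show the power for genes of low counts or for smaller changes, such as those of Sardh, Idh2 and Pnp at P17. The main settings recovered 200 of 200 in the P24 bulk, P17 bulk, IP and Ctrl IP against Input comparisons, 192 in the Input comparison, and 198 and 174 in the bulk and TRAP-Seq interactions. The direction was wrong for 1 gene, in the TRAP-Seq interaction, and between 4.31% and 10.3% of the calls were false. A pathway with 40 raised genes ranked first with both pathway tests. A simulated trend on GC content gave 16731 calls, and 0 calls after the correction for GC content and length.

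For GC content and exonic length, a spline of 5 degrees of freedom in each was removed from each library. Other splits of the samples were compared with the real one by the number of genes past the threshold, among splits that part as many same-numbered pairs. For thinning, P24 counts were drawn down to the P17 totals 10 times. Random gene sets matched on expression were drawn 10000 times. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. RT-qPCR, immunohistochemistry, metabolomics, imaging and behavior were not analysed here.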

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

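The test of a larger astrocyte share in Input was chosen only after the result was seen. The comparisons, their settings and all alternatives but the one of genes called in either direction were chosen before the data were examined.

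In 11 of 154 groups of 4 mice, 1 mouse lay farther from the rest than Dixon's 95% critical value allows, and about 7.7 such groups are what chance gives for that number. Of these, 3 concern Cwc22 and the predicted genes beside it, whose mean log2 CPM fell at separate levels. Replicate 3 was at 8.72 in P17 Ctrl mice and the others between 2.35 and 2.63 (a gap of 0.955 of the range), replicate 3 was at 8.57 in P17 cKO mice and the others between 2.45 and 2.72 (0.956), and replicate 1 was at 9.00 in P24 cKO mice and the others between 2.55 and 2.65 (0.985). A copy number variant carried by some mice is a candidate explanation, since mice of the same genotype differed by up to 6.46 on the log2 scale and the high mice were found in both genotypes. The high mice were 1 P24 cKO, 1 P17 cKO and 1 P17 Ctrl mouse, and no biological explanation was tested.

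The other 8 were single values. In P24 cKO mice, replicate 1 had a TMM factor of 1.02 with the others between 0.997 and 1.00 (a gap of 0.852 of the range), 2.56 CPM of Lgals3 with the others between 19.8 and 28.2 (0.845) and 1.48 CPM of Ccdc103 with the others between 1.81 and 1.86 (0.876), and replicate 2 had 881 CPM of Apoe with the others between 974 and 987 (0.884). At P17, Ctrl replicate 1 had 27 CPM of Vim with the others between 35.8 and 37.0 (0.896), Ctrl replicate 2 had 14.4 CPM of Sardh with the others between 13.2 and 13.3 (0.941), cKO replicate 1 had 0.882 CPM of Clcf1 with the others between 1.83 and 2.08 (0.842) and 8.49 CPM of Nat8f3 with the others between 9.38 and 9.50 (0.888). No explanation for these single values was tested.

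The cKO effect differed between P24 and P17 for 11 genes, 8 with a higher log2 fold change at P24 and 3 with a lower one, and for 1479 genes at an unadjusted p under 0.05. Among the 11 were genes named by the paper. The log2 fold change at P24 minus that at P17 was 1.48 for Gfap (adjusted p = 0.000129), 1.54 for Aldh1l2 (adjusted p = 0.0192) and 2.81 for Vim (adjusted p = 0.0200). At each age all 4 cKO mice lay on 1 side of all 4 Ctrl mice for Gfap and Vim. The difference for Vim passed in 14 of 23 alternatives and fits without single libraries, with an adjusted p of at most 0.0752. Over the alternatives, the number of genes ranged from 11 to 62, and with 1 library left out from 4 to 149. In 11 of 100 drawn assignments of the genotype labels within each age, the real one among them, out of 128 possible, as many genes passed. Of the others, 17 kept the labels of one age intact or wholly exchanged, so that the real effect of that age remained in them. Of these 17, 10 gave as many genes, with a highest count of 329. Where the labels of both ages were mixed, the highest count was 1. The share of 11 in 100 rests on assignments that carry the effect of one age and does not measure chance alone. Read depth was weighed against the larger number of genes at P24. With the P24 counts thinned to the P17 totals, a median of 367 genes passed (from 351 to 376 over 10 draws) against 20 at P17, which goes against a lower depth at P17 as the cause. The age of the mice and anything else that differed between the P17 and P24 libraries cannot be told apart.

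The cKO effect differed between IP and Input for 15 genes, 10 higher and 5 lower in IP, and for 2252 genes at an unadjusted p under 0.05. Over the alternatives the number of genes ranged from 6 to 284, and the balance was not kept, with 93 higher and 126 lower by the likelihood ratio test, 99 and 185 by DESeq2's Wald test, 79 and 110 with no filter and 5 and 7 with library size alone. With 1 library left out the number ranged from 3 to 432. Only 1 of the 4 splits of the 6 mice that part every same-numbered pair, the real one, gave as many genes, and the highest of the others gave 3; the 6 splits that part 1 pair gave at most 3. With 4 splits no share under 0.05 can be reached, so that this comparison gives no test at 0.05, though no other split gave more than 3 genes. A difference in carry-over between cKO and Ctrl IP libraries was weighed. Across genes, which are not independent replicates, the cKO effect in IP had a Spearman correlation of 0.108 with the enrichment in Ctrl IP and of 0.358 with the enrichment in cKO IP, and each of these shares a group of libraries with the effect. In IP, the non-astrocyte genes of Fig. 4e had log2 fold changes of 0.26 (Thy1), −0.43 (Syp), 0.060 (Ctss), 0.14 (Aif1), −0.16 (Cx3cr1), −0.10 (Flt1) and −0.40 (Mbp), and the astrocyte genes Apoe and Aqp4 of −0.30 and 0.48. Values of both signs go against a shift common to all non-astrocyte genes, and other forms of carry-over cannot be told apart.

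In Input libraries, which the paper uses only as the reference for enrichment, 26 genes were deregulated in cKO mice, 22 upregulated and 4 downregulated, and 960 had an unadjusted p under 0.05. Of the 26, 19 were deregulated in the same direction in IP and 19 in P24 bulk. Lgals3 had a log2 fold change of 5.46 (adjusted p = 0.00382), with all 3 cKO mice above all 3 Ctrl mice. Over the alternatives the count ranged from 8 to 137, the lowest with the replicate block. The real split was the only 1 of 4 that gave as many genes (the highest of the others gave 1, and the 6 splits that part 1 pair gave at most 5), and 4 splits cannot give a share under 0.05. Without single libraries the count ranged from 4 to 112, which is consistent with one library differing from the others, and the highest count came without cKO replicate 1. All 26 genes were among those 112, so that cKO replicate 1 is not what gives them, while without Ctrl replicates 1, 2 and 3 the counts were 5, 4 and 5, with 4, 3 and 2 of the 26 among them. A larger share of astrocyte RNA in cKO Input is a candidate explanation, as the cKO effect in Input rose across genes with the enrichment in Ctrl IP (Spearman correlation of 0.529, and of 0.407 with the enrichment in cKO IP), though both share the Ctrl or cKO Input libraries with the effect. After the correction for GC content and length 32 genes passed, 25 of them among the 26, and with the replicate block as well 1 gene passed against 8 without the correction. The sex-linked gene Xist had a log2 fold change of 0.20 in Input, and Eif2s3y, Kdm5d and Uty, removed there by the filter on low counts, had 180, 183 and 141 counts in Ctrl replicate 2 and at most 7 in the other 5 mice, so that the groups were not alike in these genes. The 19 genes shared with P24 bulk were found in other mice, which goes against unequal numbers of males and females for them. Of the 22 upregulated genes, 18 were also upregulated in IP, among them Lgals3 (5.26), Col5a3 (5.89), S100a4 (3.79) and Vim (3.13), with log2 fold changes in Input of 5.46, 4.61, 3.69 and 3.41, while the astrocyte markers Gfap, Aldoc, Apoe and Aqp4 rose in Input by 0.80 to 1.53. This comparison, made after the result was seen, goes against a larger share of astrocyte RNA as the only cause for these 4 genes. For genes with smaller changes, such as Aldoc (0.92 in Input and 0.01 in IP), a larger share cannot be told apart from other explanations, and for the genes not shared with P24 bulk unequal numbers of males and females are not settled.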

How the results depend on the processing

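Counting genes called in either direction in the pathway tests was chosen only after the result was seen. The cause was not tested for any change in this part.

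The number of genes that differ between IP and Input libraries of Ctrl mice stayed within 1.5 times its value under all 9 alternatives and in the 6 fits that each left out a library (from 15244 to 18191, and from 16154 to 17296). The astrocytosis genes deregulated at P24 stayed within that range under 4 alternatives and in 8 such fits (from 5 to 7, and from 4 to 7), and the deregulated enzymes of Fig. 5e and Fig. 5f under 5 alternatives and in 6 fits (from 10 to 16, and from 10 to 13).

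At P24, 388 genes were deregulated, and 619 with edgeR's likelihood ratio test, 598 with DESeq2's Wald test, 618 with no filter and 608 with the exact test. RLE factors, library size alone, at least 10 counts in every library, the replicate block and the single fit gave between 385 and 504. At P17 the 20 genes became 61, 41, 55 and 56 under those tests in the same order, and 1.1e2 with the replicate block (84 upregulated and 25 downregulated). All 20 were among the genes called under each of these 5 settings. In IP libraries the single fit of all TRAP-Seq libraries gave 1684 genes against 4782, and the other alternatives between 4787 and 6735. In Input libraries the 26 genes became 137 with the likelihood ratio test, 127 with DESeq2's Wald test, 112 with no filter, 15 with at least 10 counts in every library, 8 with the replicate block, 136 with the exact test and 127 with the single fit.

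The interaction of age and genotype gave 11 genes, and 52 with the likelihood ratio test, 54 with DESeq2's Wald test, 62 with no filter and 55 with the replicate block. The interaction of fraction and genotype gave 15 genes, and 219, 284, 189 and 6 in the same order. In the fits that each left out a library, the counts ran from 216 to 950 at P24 (8 fits), from 11 to 19 at P17 (8 fits), from 2633 to 4810 in IP (6 fits), from 4 to 112 in Input (6 fits), from 4 to 149 for age and genotype (16 fits) and from 3 to 432 for fraction and genotype (12 fits).

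For Reactome pathways, Metabolism at P24 had an adjusted p of 0.384, and of 0.00228 with a background of all tested genes with an Entrez identifier (from 0.00228 to 0.326 over the alternatives). Metabolism of amino acids and derivatives at P24 had 0.366, and 0.0399 with that background and 0.0318 with camera (from 0.0318 to 0.922). At P17, Metabolism held 1 upregulated gene where 1.20 would be drawn at random. With only 5 upregulated genes in any pathway, this small difference gives no direction. The direction was up with the calls of the exact test (adjusted p = 1), the calls of the replicate block (adjusted p = 1), camera (adjusted p = 0.879) and genes called in either direction (adjusted p = 1). In IP, Metabolism had an adjusted p of 7.96e-08, and of 0.280 with camera (from 3.20e-15 to 0.280). Of the astrocytosis genes at P17, 1 was deregulated, Gfap, and 2 with the replicate block and 0 in the list without Gfap. When adjusted over the list alone, 3 were deregulated, and 2 without Gfap. The camera test had the list higher in cKO mice at P17, with an unadjusted value of 4.82e-05, and of 0.00711 without Gfap.

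Among the named genes, 6 changed sign in IP libraries with library size alone: Pfkp to −0.0415, Aldoa to −0.0291, Gapdh to −0.00408, Psph to −0.0855, Srr to −0.0314 and Vapa to −0.0872. That setting moved the median log2 fold change of all genes tested in IP from −0.01 to −0.13. Small positive values can thus change sign without a cause particular to the gene. For fraction and genotype, Gcat went to −0.0233 with library size alone and to −0.00345 with no filter. With single libraries left out, the log2 fold changes of some genes spanned 0. In IP these were Acly (from −0.20 to 0.0464), Aldoa (−0.0296 to 0.20), Eno1 (−0.20 to 0.0327) and Vapa (−0.0403 to 0.0889). At P24 they were Aldoc (−0.0635 to 0.12), Atp1b1 (−0.00397 to 0.0382), Serping1 (−0.0399 to 0.21) and Srgn (−0.26 to 0.0335). At P17 they were Atp1b1 (−0.0164 to 0.029), Atp1b3 (−0.039 to 0.0092), Casq1 (−0.0862 to 0.37), Clcf1 (−0.25 to 0.14) and Kcnj9 (−0.0581 to 0.0473). For age and genotype they were Gpt (−0.0143 to 0.20), Idh2 (−0.0894 to 0.0345), Sardh (−0.0871 to 0.076) and Srgn (−0.0886 to 0.31), and for fraction and genotype Gcat (−0.0807 to 0.21) and Pgk1 (−0.0556 to 0.35). Among the other values for named genes, 113 became stronger and 19 weaker under the alternatives and 1547 kept their direction and their side of the threshold; with single libraries left out 17 became stronger, 1368 kept both and the others became weaker.

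The exact test and the single fit were not run for the interactions, which they do not apply to. Depth limits genes near the floor of 3 counts, such as Fam187a in bulk Ctrl mice, whose log2 fold change rests on Ctrl values under the floor.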

Differences from the paper's values

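Counting genes called in either direction, which gives the upper end of the range for Metabolism, was chosen only after the result was seen.

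At P24, 104 genes were downregulated against the paper's 187. Of the alternatives set before the data were examined, edgeR's likelihood ratio test gave 199, DESeq2's Wald test 213, no filter 217, at least 10 counts in every library 126, edgeR's exact test 193 and all bulk libraries in one fit 147, each within 1.5 times the paper's number, while RLE factors, library size alone and the replicate block did not come as close. Altogether 388 genes were deregulated against the 598 listed in the paper's Supplementary Data 1. DESeq2's Wald test gave 598, the likelihood ratio test 619, no filter 618, the exact test 608, the single fit 504, at least 10 counts in every library 421 and the replicate block 410, and RLE factors (385) and library size alone (393) stayed outside that range. An equal count is not an equal list. Of the paper's 598 genes, 577 were tested and 367 were deregulated, against 459 with DESeq2's Wald test and 575 with the likelihood ratio test and with the exact test.

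At P17, 20 genes were deregulated against the paper's 53, of which 14 were upregulated against the paper's 42 and 6 downregulated against the paper's 11. The likelihood ratio test gave 61 genes (50 and 11), DESeq2's Wald test 41 (29 and 12), no filter 55 (39 and 16) and the exact test 56 (46 and 10), within 1.5 times the paper's numbers. Without Ctrl replicate 1, 8 genes were downregulated, which is within that range for this number alone. RLE factors, library size alone, at least 10 counts in every library and the single fit stayed below the range, and the replicate block went above it, with 84 upregulated and 25 downregulated genes. Of the paper's 53 genes, 47 were tested and 18 were deregulated, against 47 with the likelihood ratio test and with the exact test, 46 with the replicate block and 34 with DESeq2's Wald test.

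Single genes that the paper lists were not past the threshold here. At P24, Clcf1 had a log2 fold change of 1.76 (adjusted p = 0.0712) and was called by the likelihood ratio test, DESeq2's Wald test, no filter, the replicate block, the exact test, the single fit and without cKO replicate 1. At P17, Sardh had a log2 fold change of 0.50 (adjusted p = 0.0532), Pnp of 0.61 (adjusted p = 0.0828) and Idh2 of 0.46 (adjusted p = 0.193), with all 4 cKO mice above all 4 Ctrl mice for each. All 3 were called by the likelihood ratio test, DESeq2's Wald test, no filter, the replicate block and the exact test, and Idh2 by the single fit as well.

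Some statements of the paper differ from the values found here. The paper reports that astrocytosis genes were not deregulated at P17. Gfap, which is in its own P17 list, had a log2 fold change of 1.03 there (adjusted p = 8.58e-05 from edgeR). Fig. 5e draws Pgam1 and Ldhb as unchanged in TRAP-Seq, where Pgam1 had a log2 fold change of 0.69 (adjusted p = 0.00108) and Ldhb of −0.48 (adjusted p = 0.00832). For an enzyme that rose in TRAP-Seq, the text writes out methylenetetrahydrofolate dehydrogenase 2 but prints the symbol Mthfd1. Mthfd2, the gene of the written name, had a log2 fold change of 1.00, and Mthfd1 of −0.20 (adjusted p = 0.296), so that only the symbol differs. The paper finds metabolism overrepresented among the genes upregulated at P24, and the Reactome pathway Metabolism had an adjusted p of 0.384, with 41 of its 1242 genes upregulated where 29.7 would be drawn at random, and of 0.00228 with a background of all tested genes with an Entrez identifier (from 0.00228 to 0.326 over the alternatives).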

Other observations

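The tests of a larger astrocyte share in P24 bulk cortex, of reads shared between Gm26668 and Gfap, of reads on introns, and of library totals in the P17 split were chosen only after the result was seen.

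Other splits of the mice were compared with the real one. At P24, 1 of the 8 splits that part every same-numbered pair, the real one, gave as many as 388 genes, and the highest of the others gave 1; the 27 splits that part 0 or 2 pairs gave at most 20. At P17, 1 of 8 gave as many as 20 genes, and the highest of the others gave 2. In TRAP-Seq, 1 of 4 gave as many as the 4782 genes of IP (the highest of the others gave 3) and 1 of 4 as many as the 17304 genes between IP and Input of Ctrl mice (0 for the others); the 6 splits that part 1 pair gave 0 in both. With 8 or 4 splits no share under 0.05 can be reached.

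A split of the P17 libraries that parts no same-numbered pair, numbers 1 and 2 against 3 and 4, gave 464 genes, 79 higher and 385 lower in the second pair of numbers, none of them among the 20 genes of the genotypes or the genes called with the replicate block. Library totals of the pairs of numbers overlap (lowest total of the deeper pair minus highest of the other, −290536 counts), and after the correction for GC content and length 460 genes passed, so that neither accounts for it. Ddx3y had a log2 fold change of 0.80 (adjusted p = 0.203), and none of the 4 sex-linked genes kept by the filter was called. Number 2 was like numbers 3 and 4 in the counts of these genes, and only number 1 differed. The pairs of numbers were thus unlike in these genes, and unequal numbers of males and females cannot be told apart from other explanations. The rule for this test asked also for Xist, which the filter removed. No biological explanation was tested.

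The correction for GC content and length left 389 genes at P24 (372 shared with the 388), 21 at P17 (20 shared), 4930 in IP (4096 shared) and 17126 between IP and Input (14967 shared), and with the replicate block as well 421, 122, 6332 and 17523, so that GC content and length do not fully explain these counts. Xist had a log2 fold change of −0.22 at P24, where none of 5 sex-linked genes was called, which goes against unequal numbers of males and females. At P17 Xist was removed by the filter, with 7005 counts in Ctrl replicate 1, 5551 in cKO replicate 1 and at most 5 in the other mice. The other 4 genes had log2 fold changes there of −0.0817 (Ddx3y), 0.0279 (Eif2s3y), −0.00101 (Kdm5d) and −0.090 (Uty), which goes against unequal numbers of males and females at P17, though the rule for this test asked for Xist as well. In IP, Xist had a log2 fold change of −0.57. There Eif2s3y, Kdm5d and Uty, removed by the filter, had 492, 369 and 393 counts in Ctrl replicate 2 and at most 3 in the other mice, and without that library 3434 genes were deregulated in IP, 3245 of them among the 4782, which goes against unequal numbers of males and females for most of the genes, while the rest cannot be told apart from it. Fewer genes, 3068 and 3183, passed without Ctrl replicates 1 and 3, so that the drop is not particular to replicate 2. In the bulk libraries, same-numbered cKO and Ctrl mice were alike in Xist at both ages (high in numbers 1 and 3 at P24 and in number 1 at P17), so that same numbers may mark matched mice. The comparisons did not treat them as pairs, and the replicate block is the alternative that does.

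Fam187a and Gfap were higher in bulk cKO cortex at both ages. Reads from the mGFAP-Cre driver are a candidate explanation for Fam187a, whose log2 fold change was 0.17 in Input. In IP it was 0.84 (adjusted p = 0.0620), with all 3 cKO mice above all 3 Ctrl mice, and it was called there by the likelihood ratio test, DESeq2's Wald test, no filter, at least 10 counts in every library, the replicate block, the exact test and without Ctrl replicate 2 (adjusted p from 0.0176 to 0.153 over all these and the other alternatives), which that explanation leaves open. Vapa and Rab31 were lower in bulk cKO cortex, with log2 fold changes of −0.93 and −0.41 at P24. A chromosome segment inherited with the driver is a candidate explanation, since Vapa had 0.24 in Input. Both readings assume that TRAP-Seq Ctrl mice carried the driver, which is inferred from their IP libraries.

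Markers of the olfactory bulb, a list drawn up with the paper's P24 calls in view, had a mean log2 fold change of −2.28 at P24 (from −2.75 to −1.84 without single Ctrl mice), and 2 of 9 were called. Their mean correlation within groups, 0.726, lay at percentile 100 of 10000 random sets (median −0.00753). Their mean log2 CPM was 4.00, 1.92, 1.47 and 3.81 in Ctrl mice and between 0.916 and 1.29 in cKO mice. In TRAP-Seq, in other P24 mice, it was between 1.04 and 2.16 in Ctrl and between 0.490 and 0.604 in cKO IP libraries, and between 1.46 and 2.93 in Ctrl and at most 1.45 in cKO Input libraries, while at P17 the groups overlapped (from 1.86 to 3.12 in Ctrl and from 1.67 to 2.75 in cKO mice). A genotype effect at P24 cannot be told apart from olfactory bulb tissue in some dissected cortices. For P24 bulk cortex, the cKO effect had a Spearman correlation across genes, which are not independent replicates, of 0.264 with the enrichment in Ctrl IP and of 0.305 with that in cKO IP, and a larger share of astrocyte RNA cannot be told apart from other explanations. Of astrocyte genes named in Fig. 4d, Gfap and Aqp4 rose at P24, with log2 fold changes of 2.51 and 1.25, while Aldoc and Apoe had 0.0386 and 0.0927 (adjusted p = 0.917 and 0.513), which goes against a general rise.

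Gm26668, chosen after its values were seen, gained 104% of the CPM gained by Gfap at both ages (ratio 1.01). Reads of 1 gene counted on the gene that overlaps it on the opposite strand are a candidate explanation. Over 2967 pairs with overlapping exons on opposite strands, the log2 fold changes between IP and Input had a Spearman correlation of 0.766, against 0.267 for 4676 neighboring pairs, a difference of 0.499, which is consistent with counting without regard to strand. For 2137 pairs with 1 gene inside the span of the other without exonic overlap the correlation was 0.759, a difference of 0.492, which is consistent with counting on introns as well. Counting over whole spans on every gene was tested by the outer gene having at least as many counts as the inner gene, which held for 95.5% of 48308 pairs and libraries, below the 99% set in advance. In P24 bulk, 50 of the 61 inner genes with more counts than the outer gene, out of 1586 pairs, are processed pseudogenes, which was looked up after the result was seen, so that the explanation is left open.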
